# Inhibition of β-catenin signalling in dermal fibroblasts enhances hair follicle regeneration during wound healing

**DOI:** 10.1242/dev.131797

**Published:** 2016-07-15

**Authors:** Emanuel Rognoni, Celine Gomez, Angela Oliveira Pisco, Emma L. Rawlins, Ben D. Simons, Fiona M. Watt, Ryan R. Driskell

**Keywords:** Fibroblast lineages, Wounding, β-catenin

## Abstract

New hair follicles (HFs) do not form in adult mammalian skin unless epidermal Wnt signalling is activated genetically or within large wounds. To understand the postnatal loss of hair forming ability we monitored HF formation at small circular (2 mm) wound sites. At P2, new HFs formed in back skin, but HF formation was markedly decreased by P21. Neonatal tail also formed wound-associated HFs, albeit in smaller numbers. Postnatal loss of HF neogenesis did not correlate with wound closure rate but with a reduction in Lrig1-positive papillary fibroblasts in wounds. Comparative gene expression profiling of back and tail dermis at P1 and dorsal fibroblasts at P2 and P50 showed a correlation between loss of HF formation and decreased expression of genes associated with proliferation and Wnt/β-catenin activity. Between P2 and P50, fibroblast density declined throughout the dermis and clones of fibroblasts became more dispersed. This correlated with a decline in fibroblasts expressing a TOPGFP reporter of Wnt activation. Surprisingly, between P2 and P50 there was no difference in fibroblast proliferation at the wound site but Wnt signalling was highly upregulated in healing dermis of P21 compared with P2 mice. Postnatal β-catenin ablation in fibroblasts promoted HF regeneration in neonatal and adult mouse wounds, whereas β-catenin activation reduced HF regeneration in neonatal wounds. Our data support a model whereby postnatal loss of hair forming ability in wounds reflects elevated dermal Wnt/β-catenin activation in the wound bed, increasing the abundance of fibroblasts that are unable to induce HF formation.

## Abstract (precis)

**Summary:** Postnatal mouse skin exhibits a decline in its ability to regenerate hair follicles in the wound bed and this can be partially reversed by inhibiting dermal β-catenin activation.

## INTRODUCTION

Mammalian skin comprises two layers: the epidermis and dermis. The epidermis is made up of the interfollicular epidermis (IFE), the hair follicles (HFs), sweat glands and sebaceous glands and is maintained through the activity of distinct stem cell subpopulations (Watt, 2014). The underlying connective tissue, the dermis, is composed of distinct layers. The papillary (upper) dermis is the closest dermal layer to the epidermis and contains thin collagen fibres and a high density of fibroblasts. Below that lies the reticular (or lower) dermis, and beneath that lies the dermal white adipocyte (DWAT) layer, also known as the hypodermis (Driskell et al., 2014; Sorrell and Caplan, 2004). In addition, there are condensations of fibroblasts, called the dermal papilla (DP), at the base of the HFs, fibroblasts that ensheath the HF [dermal sheath (DS) cells] and smooth muscle cells in the arrector pili muscle (APM) attached to the HF (Driskell et al., 2011a; Sennett and Rendl, 2012). The epidermis and dermis form through highly coordinated epithelial-mesenchymal interactions during development (Driskell et al., 2011a; Fuchs and Horsley, 2008; Millar, 2002; Yang and Cotsarelis, 2010).

Skin fibroblasts from different anatomic sites have distinct and characteristic gene expression patterns (Rinn et al., 2006; Rinn et al., 2008). The differentially expressed genes are not only involved in defining cell positional identity, but are also associated with extracellular matrix (ECM) synthesis, lipid metabolism, proliferation, cell migration and fate determination (Chang et al., 2002). Positional differences in wound healing and regeneration ability have been reported, such that oral mucosa wounds heal faster with minimal scaring compared with cutaneous wounds (Chen et al., 2010).

At embryonic day (E) 12.5 of mouse development, dermal fibroblasts in back skin are capable of forming all the postnatal dermal compartments (Driskell et al., 2013). However, at E16.5 lineage restriction occurs, such that fibroblasts that are expressing Lrig1, Blimp1 (also known as Prdm1) or CD26 (also known as Dpp4) at that time point give rise to papillary dermis, including APM, DS and DP, while Dlk1-expressing fibroblasts give rise to the reticular dermis and DWAT (Driskell et al., 2013). The papillary lineage is required for new HF formation in skin reconstitution assays, while the lower lineage gives rise to the fibroblasts that mediate the initial phase of wound repair.

HF formation is normally restricted to embryonic development (Schmidt-Ullrich and Paus, 2005). However, new HFs can be induced in a range of adult mammals, including human, in the context of wound repair (Breedis, 1954; Kligman, 1959). In adult mice, new HFs form in the centre of very large (1 cm^2^) wounds as a result of epidermal Wnt signalling (Gay et al., 2013; Ito et al., 2007; Myung et al., 2013). Genetic activation of adult epidermal Wnt signalling via β-catenin can induce ectopic HF formation in the absence of wounding (Lo Celso et al., 2004; Silva-Vargas et al., 2005) and this correlates with expansion of the papillary dermal lineage (Driskell et al., 2013). Although new HFs do not normally form in small (≤8 mm) circular full-thickness wounds in adult mouse back skin, they can be induced if the number of papillary fibroblasts is expanded in response to epidermal Wnt signalling prior to wounding (Driskell et al., 2013).

Previous studies relating new HF formation to wound healing and the role of different fibroblast subpopulations led us to investigate why the ability to form new HFs is lost in postnatal life. We measured the time in postnatal life when HF formation no longer occurs in wounds and characterised the associated dermal changes. Our observations lead to the conclusion that loss of hair forming ability in adult wounds reflects increased recruitment of lower lineage fibroblasts at the expense of papillary fibroblasts, and is promoted by Wnt/β-catenin signalling in the wound dermis.

## RESULTS

### HF formation in wounds decreases with age and is location dependent

To explore HF regeneration capacity, we made 2 mm full-thickness circular wounds on mouse back and tail skin of different ages. Seven days post wounding (PW7), new HFs had formed in the wound bed of P2 back skin, with an average of five new HFs per wound bed section (Fig. 1A,B). When P2 skin was wounded, all HF developmental stages (Müller-Röver et al., 2001) were present at PW7 (Fig. 1C), indicating that new HF formation was not a synchronised process. The more developed HFs (stages 4-6) tended to be at the wound edges, whereas placodes (stage 1) and stage 2-3 HFs were most abundant in the wound bed centre. The number of new HFs per wound did not change between PW7 and PW14 (data not shown), pointing to a limited, time-dependent window for HF regeneration during wound healing. New HF formation strongly declined with age, and after P21 only 0.8 new HFs per wound bed section formed. The decline was not correlated with the hair cycle (HC), since it occurred during the growth (anagen) phase of HF morphogenesis (P6, P10), the first postnatal telogen (resting phase; P21) and the second HC (P28-P50) (Fig. 1A,B).

**Fig. 1.**
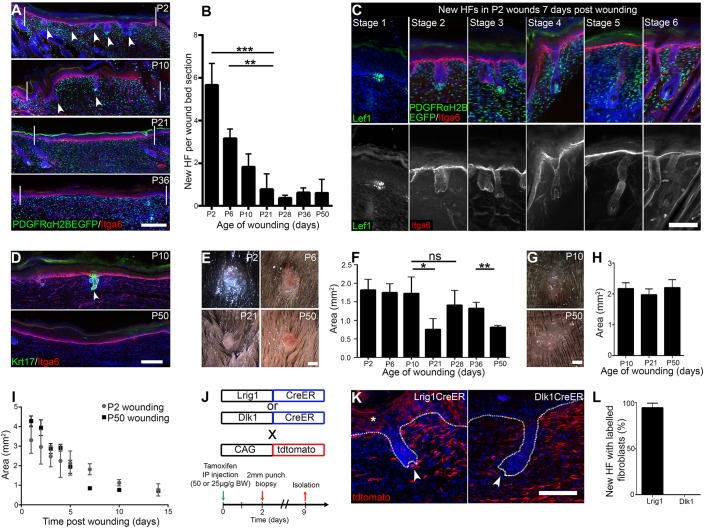
**Wound-induced new HF formation in neonatal back and tail skin.** (A) Histological analysis of 2 mm wounds performed in PDGFRaH2BeGFP mice postnatally by immunostaining for GFP (green) and Itga6 (red). Arrowheads indicate HFs within the wound bed and white lines demarcate the wound edges. (B) New HF quantitation per wound bed section at PW7. *n*=4 (P2, P21) or *n*=3 (other time points) biological replicates. (C) Analysis of different HF morphogenesis stages during HF formation in P2 wounds at PW7. Wound beds were immunostained for GFP (green) and Itga6 (red) or Lef1 (green) alone. (D) Wound-induced new HF formation in tail wounds. Tail wound beds were stained for Krt17 (green) and Itga6 (red) and quantified (see Table S1). Arrowhead indicates new HF. (E-H) Light micrographs and quantification of PW7 wound area in back (E,F) and tail (G,H) skin wounds made at the ages shown. (I) Wound area over time in neonatal and adult wounds as a surrogate for wound closure. *n*=6 biological replicates. (J-L) Lineage-tracing strategy (J), histological analysis of tdtomato^+^ fibroblasts (red) labelled with Lrig1CreER and Dlk1CreER (K), and quantitation (L) in PW7 wound beds from P2 wounded mice. (K) Dotted lines denote the epidermal-dermal boundary, arrowheads indicate developing DP and asterisk shows Lrig1CreER-labelled keratinocytes (Page et al., 2013). (L) Percentage of new HFs with attached tdtomato^+^ fibroblasts. Eight wound bed sections per mouse; *n*=4 Lrig1CreER, *n*=3 DLK1CreER. Nuclei are stained with DAPI (blue in A,C,D,K). Data shown are means±s.d. ns, not significant; *P<0.05, **P<0.005, ***P<0.0005. DP, dermal papilla; HF, hair follicle; IP, intraperitoneal. Scale bars: 100 µm in A,D; 50 µm in C,K; 50 mm in E,G.

P2 tails were too small to wound. However, when P10 tail was wounded new HFs were detected in the wounds, albeit fewer (Fig. 1D, Table S1) than in P10 back skin. This indicates that wound-induced HF regeneration potential is not restricted to one particular anatomical site. Tail HF formation also appeared to decline with age (Table S1). There was no correlation between wound area at PW7 and HF regeneration capacity in either tail or back skin (Fig. 1E-H). Back skin wound sizes at PW7 were significantly smaller when mice were wounded in telogen (P21, P50) than anagen (P2-P10, P28, P36), whereas in tail skin wound size did not change with age (Fig. 1F,H). Closure rates were similar in neonatal and adult wounds (Fig. 1I).

To establish the relative contributions of different fibroblast lineages to new HF formation, we labelled Lrig1^+^ or Dlk1^+^ cells via CreER-mediated recombination with tdtomato at P0, wounded back skin at P2 and analysed new HF formation at P9 (Fig. 1J,K). Cells of both the papillary (Lrig1^+^) and reticular (Dlk1^+^) lineages were present in the wound bed (Fig. 1K). The papillary fibroblast lineage was associated with the DS and DP of new HFs (eight wound bed sections analysed per mouse; *n*=4 mice), whereas the reticular lineage only contributed to the inter-HF dermis (eight wound bed sections analysed per mouse; *n*=3 mice) (Fig. 1K,L).

We conclude that neonatal skin of different anatomical sites is able to generate HFs at the site of small, full-thickness wounds and that papillary fibroblasts contribute to the new HF, DS and DP, as reported previously (Driskell et al., 2013). HF neogenesis is more pronounced in back than in tail skin, which might be due to differences in HF density of unwounded skin, and declines with age. HF formation is not dependent on the HF stage at which the wound is made and does not correlate with wound area at PW7.

### Changes in fibroblast gene expression with dermal maturation and location

To uncover potential explanations for the differences in HF formation at different ages and body sites, we performed gene expression profiling of neonatal (P1) back and tail dermis (GSE83117, Table S2) and compared the results with a published dataset of back skin dermal fibroblasts isolated from neonatal (P2) and adult (P50) mice (Collins et al., 2011). 

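The arrays analysed here are 12 Affymetrix MG430.2A arrays of 1 colour, 3 for each of 4 groups of dermis, labelled P1 tail, P1 back, P5 tail and P5 back. The paper states that RNA came from triplicate mice, so each array was taken as 1 mouse. The P5 arrays entered only the shared estimate of the spread at the P1 comparison, and the arrays of P2 and P50 fibroblasts were not used here. The authors normalised the arrays by RMA, which gives log2 values. In the deposited values each of the 45101 probe sets is also centred, so that its median over the 12 arrays is 0 within 1e-06. Differences between arrays can therefore be read, but levels cannot, and the methods' filter on weakly expressed genes was not repeated. The column medians lay between -0.0232 and 0.0141, and no further normalisation was applied. After 64 control probe sets were left out, 45037 probe sets were fitted in limma with all 12 arrays in 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. For genes, the 34945 probe sets with exactly 1 gene symbol were averaged into 18193 genes. Lists of genes, written before the data were examined, were compared with all other genes by limma's camera. With 3 mice per group, the number of arrays limits the precision. Tail dermis was separated in EDTA and back dermis in dispase-trypsin, so the effect of the site and that of the solution cannot be told apart. The paper states that dermis of both sites was then digested to single cells before lysis. Effects of this digestion on the cells measured were not tested.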

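Between the 3 arrays labelled P1 tail and the 3 labelled P1 back, the group means of 729 of 45037 probe sets (1.62%) differed by at least 2-fold, 351 being higher and 378 lower in the arrays labelled tail. No test was applied to this count. By limma, 1227 probe sets differed at an adjusted p under 0.05, of which 708 were higher and 519 lower, and 574 probe sets met both thresholds. With 1 array left out at a time, the 2-fold count lay between 701 and 951. The count at an adjusted p under 0.05 was 1297 without P1 tail replicate 5 and lay between 582 and 785 without any other of the 6 arrays. It was 6038 with array weights, 2093 with only the 6 P1 arrays fitted, and 168 without P1 back replicates 1 and 6, an alternative chosen after seeing the data. Averaged to genes, 722 of 18193 genes differed, 375 higher and 347 lower in the arrays labelled tail. Directions here and in the values that follow are those of the array labels, and they oppose the directions given for fat cell differentiation and endochondral bone in Fig. 2. The largest called difference was in Krt2, a keratin gene, whose centred log2 value was -2.03 ± 0.41 (SD, n = 3 mice) in arrays labelled tail and 5.54 ± 0.19 (SD, n = 3) in arrays labelled back. This is a log2 difference of -7.57 (standard error 0.28, adjusted p = 3e-08 from limma). Adipoq, which encodes adiponectin, was at 2.30 ± 0.40 (SD, n = 3) in arrays labelled tail and -2.93 ± 0.29 (SD, n = 3) in arrays labelled back, a log2 difference of 5.23 (standard error 0.28, adjusted p = 5e-07 from limma). Hp at 3.13 and Akr1c14 at 2.80 were also among the 12 largest called differences with a higher value under the tail label, and Sprr1b at -4.74 and Krt16 at -4.18 among the 12 largest with a lower value. For each of these genes the 3 arrays of one site lay above the 3 of the other.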

We found 705 entities that were differentially expressed (≥2-fold) between neonatal back and tail dermis, and 5405 entities that were differentially expressed in neonatal and adult back skin fibroblasts (Fig. 2A). Only 238 entities overlapped between the two datasets, reflecting genes that changed with both time and location. Therefore, the majority of differences in gene expression are between neonatal and adult dermis rather than between neonatal dermis in different anatomical locations.

**Fig. 2.**
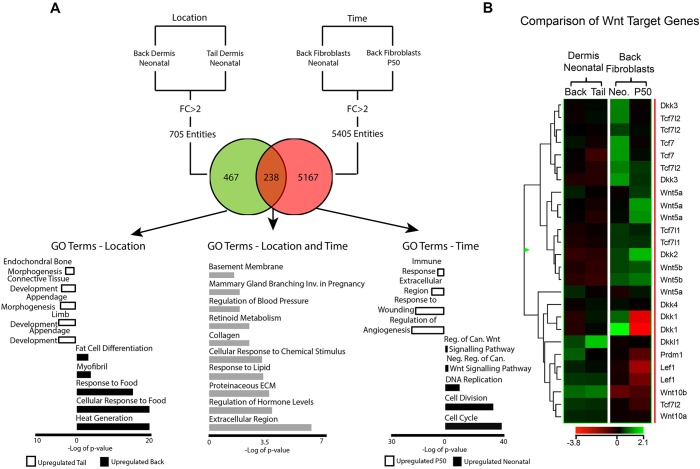
**Comparative gene expression analysis reveals differences associated with time and body location.** (A) Comparison of genes that are differentially expressed between P1 back and tail dermis (location) and between P2 and P50 dorsal fibroblasts (time). Representative GO term analysis of upregulated entities is shown. (B) Heatmap depicting the differentially expressed Wnt target genes among the four samples analysed. Can., canonical; FC, arbitrary fold change; Inv., involved; Neg., negative; Neo., neonatal; Reg., regulation.

Gene ontology (GO) analysis of entities differentially represented between neonatal tail and back dermis included the GO terms ‘connective tissue’ and ‘appendage development’, which were more highly represented in the tail. ‘Fat metabolism processes’ was more highly represented in back dermis, consistent with the lack of DWAT in tail skin.

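Of 28 measured adipocyte genes, 18 were higher in the arrays labelled P1 tail and none was lower at an adjusted p under 0.05 from limma (23 higher and 1 lower when adjusted over the list alone). The list's median log2 difference, labelled tail minus labelled back, was 1.22 (camera, adjusted p = 3.9e-36 over 33 lists, and 0.019 with an estimated correlation between genes). Lep, which encodes leptin, was at 0.89 ± 0.39 (SD, n = 3 mice) in arrays labelled tail and -2.04 ± 0.12 (SD, n = 3) in arrays labelled back, a log2 difference of 2.93 (standard error 0.21, adjusted p = 1e-05 from limma). Car3 at 3.61, Cidec at 2.76 and Fabp4 at 2.00 differed in the same direction. Of 23 lipid synthesis genes, 2 were higher and 1 was lower (3 and 4 when adjusted over the list alone), with a median of -0.01 and an adjusted p of 0.22 from camera. Of 25 brown fat genes, chosen for the term heat generation, 3 were higher and none was lower (5 and 0 when adjusted over the list alone), with a median of 0.15 and an adjusted p of 0.00045 from camera, which was 0.22 with an estimated correlation. The 3 were Zic1 at 2.27, Dio2 at 0.89 and Cox7a1 at 0.88. Of these only Zic1, which encodes a patterning factor, reached 2-fold, and the list was not tested without it. The brown fat median was 0.05 without P1 tail replicate 4 and 0.09 without P1 back replicate 6, and the called brown fat genes were 1 higher and 1 lower without P1 back replicate 5, 2 higher without P1 tail replicate 5, and 1 higher without P1 tail replicate 4 or P1 back replicate 1 or 6. Of 57 skeletal muscle genes, chosen for the term myofibril, 1 was higher and none was lower, before and after adjustment over the list alone, with a median of 0.23 and an adjusted p of 0.00025 from camera, which was 0.73 with an estimated correlation. That gene, Mybpc2 at 1.31, was named after its value was seen. The muscle call was lost without P1 tail replicate 4 (median 0.08, adjusted p = 0.061) and without P1 back replicate 5 (median 0.02, adjusted p = 0.16).

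Of 27 cartilage genes, none was higher and 6 were lower in the arrays labelled tail (1 higher and 14 lower when adjusted over the list alone), with a median of -0.69 and an adjusted p of 1.5e-08 from camera. With 1 array left out, the called cartilage genes numbered 13 without P1 back replicate 5, where the median was -1.19, 4 without P1 tail replicate 4 (1 higher and 3 lower), 4 without P1 tail replicate 5, 2 without P1 back replicate 1, and 1 without P1 back replicate 6 or P1 tail replicate 6. Col2a1, a cartilage collagen gene, did not pass (log2 difference -4.19, standard error 1.21, adjusted p = 0.084 from limma), and its value was above 5 in P1 back replicates 1 and 6 but 0.05 in replicate 5. Without P1 back replicates 1 and 6, an alternative chosen after seeing the data, the cartilage list's median was -0.14. These arrays were chosen for their high cartilage genes, so this smaller median does not test the call. Of 11 tendon genes 1 was higher and 3 were lower (1 and 6 when adjusted over the list alone), with a median of -1.18 and an adjusted p of 0.00026 from camera. The tendon median was -0.67 without P1 back replicate 1 and -1.94 without P1 back replicate 5, where 6 were lower. Fmod, which encodes a small proteoglycan of connective tissue, was at -1.12 ± 0.14 (SD, n = 3) in arrays labelled tail and 1.73 ± 0.91 (SD, n = 3) in arrays labelled back, a log2 difference of -2.85 (standard error 0.38, adjusted p = 0.00076 from limma). Of 14 bone genes none was higher and 3 were lower (0 and 4 when adjusted over the list alone), with a median of -0.22 and an adjusted p of 0.038 from camera, and 1 bone gene was lower when any 1 of the 6 arrays other than P1 tail replicate 4 was left out. Of 47 extracellular matrix genes 5 were higher and 4 were lower (8 and 7 when adjusted over the list alone), with a median of 0.02 and an adjusted p of 0.19 from camera. Of 69 genes of limb and appendage development other than Hox genes, 3 were higher and 7 were lower (7 and 9 when adjusted over the list alone), with a median of -0.04 and an adjusted p of 0.69 from camera. Tbx15 at 1.59 was higher, and Irx3 at -1.26 and Dlx5 at -1.19 were lower. The calls of the cartilage, tendon, bone, brown fat and muscle lists did not hold with an estimated correlation between genes, where their adjusted p-values lay between 0.22 and 0.73.

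**Figure D1:**
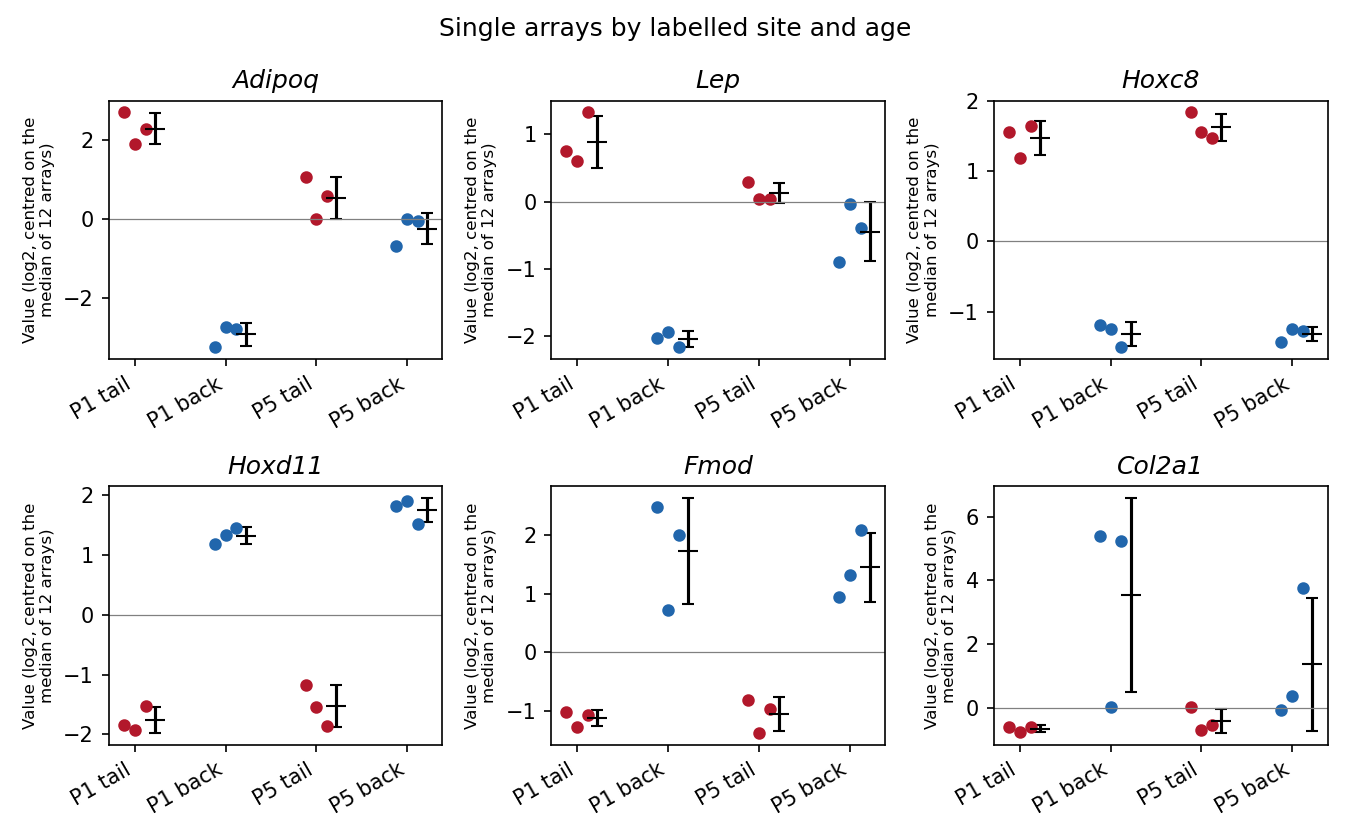
Values of 6 genes on the 12 arrays (vertical axis, log2, centred on the median of the 12 arrays) by labelled site and age. Points are single arrays, and bars give the mean and SD of 3 arrays. Adipoq, Lep and Hoxc8 are higher in the P1 arrays labelled tail, Hoxd11 and Fmod in those labelled back, and Col2a1 is high in P1 back replicates 1 and 6 and in P5 back replicate 3.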

GO terms for entities that changed in back skin between P2 and P50 included ‘cell division’, ‘cell cycle’ and ‘DNA replication’, all of which were significantly downregulated during postnatal skin maturation. By contrast, there was a higher representation of entities associated with immune response, angiogenesis, ECM and wound healing in adult back fibroblasts. Additionally, many Wnt pathway components were downregulated with age, whereas there was little differential expression of Wnt pathway genes between neonatal back and tail dermis (Fig. 2B).

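Of 87 measured Wnt pathway genes (ligands, receptors, secreted modulators and intracellular components), 10 differed between the P1 arrays labelled tail and back at an adjusted p under 0.05 from limma, 7 higher and 3 lower in arrays labelled tail (12 higher and 8 lower when adjusted over the list alone). This is 11.5% of the list, against 4.0% of all 18193 genes (two-sided Fisher's exact test, p = 0.0023, Benjamini-Hochberg adjusted p = 0.0048 over 33 lists). Such an excess is not particular to this list: by the same test 18 of the 33 lists had a higher share than all genes, among them limb and appendage development (14.5%) and extracellular matrix (19.1%). At 2-fold or more, 2 of the 87 genes were higher and 2 were lower. The list as a whole did not shift, with a median log2 difference of -0.03 (camera, adjusted p = 0.46). The count of called genes was 15 without P1 tail replicate 5 and lay between 7 and 10 without any other of the 6 arrays. Without both P1 back replicates 1 and 6, an alternative chosen after seeing the data, it was 2. Rspo1, which encodes an enhancer of Wnt signalling, was at 0.37 ± 0.09 (SD, n = 3 mice) in arrays labelled tail and -1.11 ± 0.14 (SD, n = 3) in arrays labelled back, a log2 difference of 1.48 (standard error 0.20, adjusted p = 0.00086 from limma). Sfrp4, which encodes a secreted Wnt modulator, had a log2 difference of 1.30 (standard error 0.16, adjusted p = 0.00062 from limma). Wnt3 had a log2 difference of -1.17 (standard error 0.28, adjusted p = 0.034 from limma), and its adjusted p was above 0.05 without P1 tail replicate 4 (0.14) or 6 (0.10) and without P1 back replicate 5 (0.15) or 6 (0.13). Ctnnbip1 was lower by a log2 difference of -1.02 (standard error 0.19, adjusted p = 0.0092 from limma), with an adjusted p of 0.054 without P1 tail replicate 6. With the replicate number as a fixed block in limma, the adjusted p was 0.083 for Wnt3 and 0.098 for Ctnnbip1. That fit takes the site difference only from replicate numbers present at both sites, which at P1 are 5 and 6. P1 tail replicate 4 and P1 back replicate 1 do not enter it, so calls lost with the block also carry the loss of these arrays. The third gene that was lower, Sostdc1 at -0.72, was named after its value was seen.

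Of the 14 genes in Fig. 2B, 13 could be measured, since no probe set carries the symbol Tcf7 alone. The study chose these genes partly on these arrays, so they are not independent evidence. Only Prdm1 passed the threshold, at a log2 difference of 0.67 (standard error 0.13, adjusted p = 0.013 from limma). Its adjusted p was 0.055 without P1 back replicate 1, 0.056 without P1 back replicate 5 and 0.26 with the replicate number as a fixed block. When adjusted over the list alone, 2 were higher and 1 was lower. Dkkl1 at -0.96 (adjusted p = 0.12 from limma) and Dkk1 at -0.68 (adjusted p = 0.29) did not pass, and Lef1 was at 0.09 (standard error 0.14). Of 24 transcriptional targets of Wnt and β-catenin signalling, 3 were higher and none was lower (4 and 1 when adjusted over the list alone), with a median of 0.07 and an adjusted p of 0.019 from camera, which was 0.46 with an estimated correlation. These were Apcdd1 at 0.87, Lgr5 at 0.84 and Prdm1. With the replicate number as a fixed block their limma adjusted p-values were 0.051, 0.18 and 0.26. Ctnnb1, the gene of β-catenin, differed by -0.01 (standard error 0.09). The paper takes the neonatal part of Fig. 2B as little difference in Wnt pathway expression between back and tail, and its discussion relates this to the ability of neonatal tail skin to form hair follicles in wounds.

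**Figure D2:**
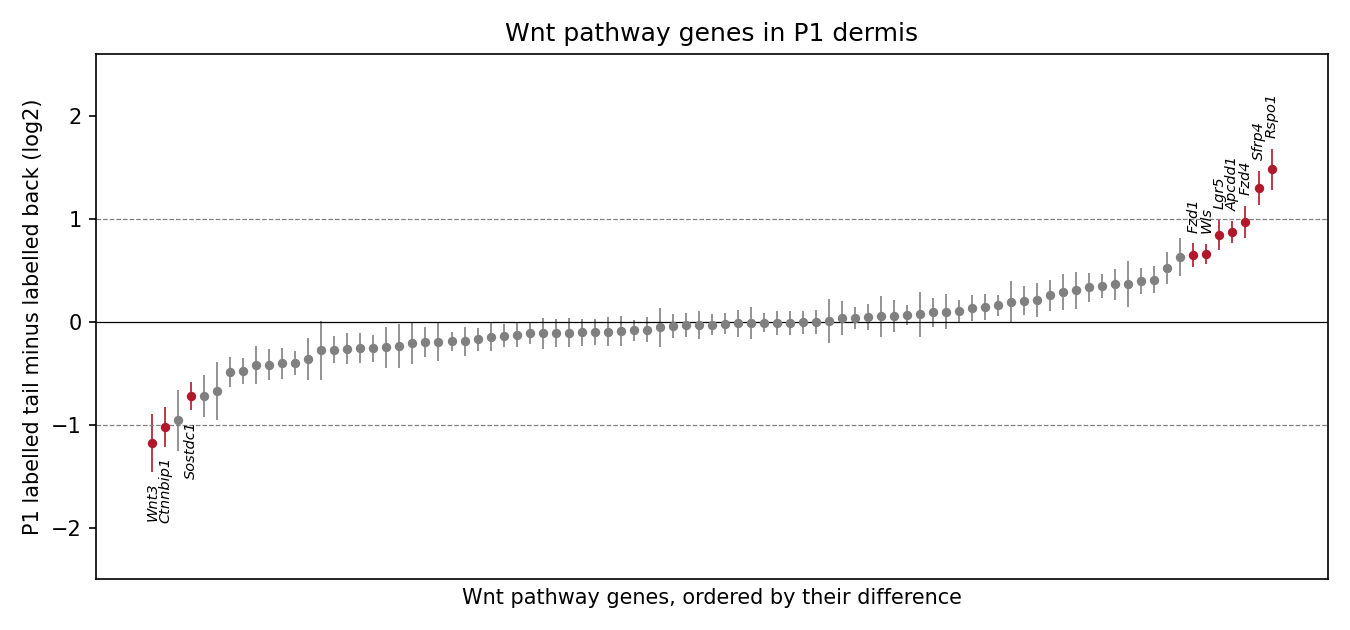
Log2 difference between the P1 arrays labelled tail and labelled back (vertical axis, n = 3 mice each) for 87 Wnt pathway genes in order of that difference. Bars are standard errors from limma, red points with names are the 10 genes past the threshold, dashed lines mark 2-fold, and 4 of the named genes lie beyond them. Fzd1, Fzd4, Wls and Sostdc1 were named after their values were seen.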

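Among 18193 genes, 4.0% differed between the P1 arrays labelled tail and back at an adjusted p under 0.05 from limma, and 1.9% differed by at least 2-fold. Of 10 measured Hox genes of the posterior paralogue groups, none was higher and 7 were lower in arrays labelled tail (0 and 8 when adjusted over the list alone), with a median log2 difference of -1.43 (camera, adjusted p = 2.8e-17, and 0.00053 with an estimated correlation). Of 23 anterior and middle Hox genes, 6 were higher and 3 were lower (12 and 3 when adjusted over the list alone), with a median of 0.33 (camera, adjusted p = 7.3e-07, and 0.023 with an estimated correlation). Hoxd10 had a log2 difference of -3.32 (standard error 0.25, adjusted p = 1.2e-05 from limma) and Hoxd11 one of -3.09 (standard error 0.17, adjusted p = 6.8e-07 from limma). Hoxc8 at 2.78, Emx2 at 2.83 and Zic1 at 2.27, which encode patterning factors, were higher in arrays labelled tail. For these 5 genes the arrays of one site all lay above those of the other. Of 57 cell cycle genes none was called in either direction by limma, over all genes or over the list alone, and their median was -0.02 (camera, adjusted p = 0.69).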

Taken together, the microarray comparisons of RNA isolated from the dermis at different times and locations revealed that the positional identity of fibroblasts (back versus tail) affected only a small number of genes, whereas postnatal dermal maturation triggered changes in multiple genes, including the downregulation of genes associated with cell proliferation and Wnt signalling.

### Postnatal dermal expansion occurs with minimal fibroblast proliferation

To evaluate changes in postnatal dermis that correlate with loss of HF forming ability, we labelled the dermis of PDGFRaH2BeGFP mice (with a histone H2B-eGFP reporter knocked into the *Pdgfra* locus) for markers that distinguish different fibroblast subpopulations at P2 (Driskell et al., 2013) (Fig. 3A,B). Quantitation of total dermal fibroblasts, based on the expression of nuclear EGFP, showed a striking reduction in fibroblast density between P2 and P10, with further reductions at P21 and P50 (Fig. 3C). By contrast, between P2 and P50 the area between adjacent HFs increased markedly, reflecting dermal expansion (Fig. 3C). When we scored cell density separately in the papillary, reticular and DWAT layers (Fig. 3D), we found that papillary dermis had the highest cell density at P2 and showed a marked decrease at P21. However, between P21 and P50 papillary and reticular cell density both decreased. By contrast, DWAT cell density marginally increased with age, and at P50 the density in all three dermal layers was similar (Fig. 3A,D). During skin maturation there were also major changes in expression of the P2 markers of papillary (CD26^+^, Lrig1^+^) and reticular/DWAT (Dlk1^+/−^, Sca1^+^) dermis, as previously reported (Driskell et al., 2013). CD26 and Sca1 (also known as Ly6a) expression extended throughout the dermis with age, whereas Lrig1 and Dlk1 were strongly downregulated (Fig. 3B).

**Fig. 3.**
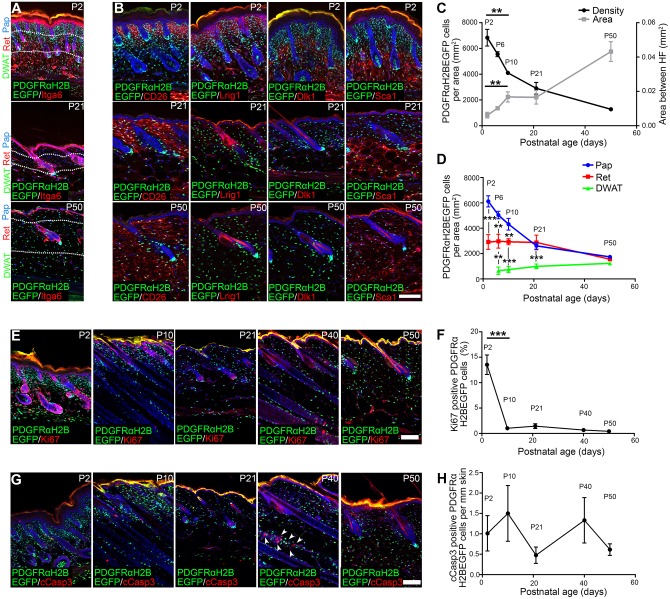
**Changes in fibroblast density, marker expression, proliferation and apoptosis in postnatal back skin.** (A-D) Fibroblast density and marker expression analysis. Immunostaining for Itga6 (A) and CD26, Lrig1, Dlk1 and Sca1 (red) (B) in PDGFRaH2BeGFP (green) skin. White dotted lines (A) mark dermis layer boundaries. (C) Mean dermal area between adjacent HFs (right *y*-axis) and total fibroblast density per mm^2^ of dermis (left *y*-axis) over time. (D) Fibroblast density in dermis layers indicated in A. (E,F) Ki67 staining (red) of whole-mounts (E) and quantification (F) of percentage Ki67^+^ PDGFRaH2BeGFP cells (green). (G,H) Cleaved caspase 3 (cCasp3) staining (red) of whole-mounts (G) and quantification (H) of percentage cCasp3^+^ PDGFRaH2BeGFP cells (green). Note that most apoptotic cells in the skin are observed in the interfollicular epidermis (IFE) and HF keratinocytes (arrowheads in G). Nuclei were labelled with DAPI (blue in A,B,E,G). Pap, papillary dermis; Ret, reticular dermis; DWAT, dermal white adipose tissue. Data shown are means±s.d. *n*=3 biological replicates per time point (C,D,F,H). **P<0.005, ***P<0.0005. Scale bars: 100 µm.

To investigate whether the dermal changes correlated with fibroblast proliferation and apoptosis, we stained PDGFRaH2BeGFP back skin whole-mounts for Ki67 and cleaved caspase 3 (cCasp3) (Fig. 3E-H). We observed a strong reduction in Ki67^+^ fibroblasts between P2 and P10 (Fig. 3E,F), and proliferation remained low with increasing age. Very few cCasp3^+^ fibroblasts were detected at any age (Fig. 3G,H), while apoptosis in the epidermis was HC dependent, as reported previously (Lindner et al., 1997).

We conclude that during dermal maturation the area between HFs increases, while fibroblast density decreases. The most pronounced decrease in cell density is in the papillary layer, coinciding with the loss of HF neogenesis in wounds. The decrease in dermal cell density does not correlate with increased apoptosis, and after P2 there is very little fibroblast proliferation, consistent with the microarray analysis (Fig. 2A).

### Clonal analysis of fibroblasts during dermal maturation

To gain more insight into the changes in fibroblast number and distribution during dermal maturation we first used our experimental measurements (Fig. 3C, Table S3) to model the number of cell divisions between P2 and P50 (Fig. 4A). By calculating mouse body size at each stage and modelling the body as a cylinder, we calculated that dermal volume increases 13-fold from 0.18 cm^3^ (P2 mouse) to 2.32 cm^3^ (average between P50 male and female mice). Combining this with the fibroblast density measurements (Fig. 3C), we predicted that on average only 1.3 cell divisions occur in PDGFRa (Pdgfrα)^+^ fibroblasts between P2 and P50 (Fig. 4A). This is consistent with the low number of proliferating cells observed experimentally (Fig. 3E,F). From here we could further predict that individual fibroblasts labelled at E12.5 would initially form clones of increasing cell number, but after P2 clone size would seem to decrease as clonally related cells became distributed over an increasing area of dermis.

**Fig. 4.**
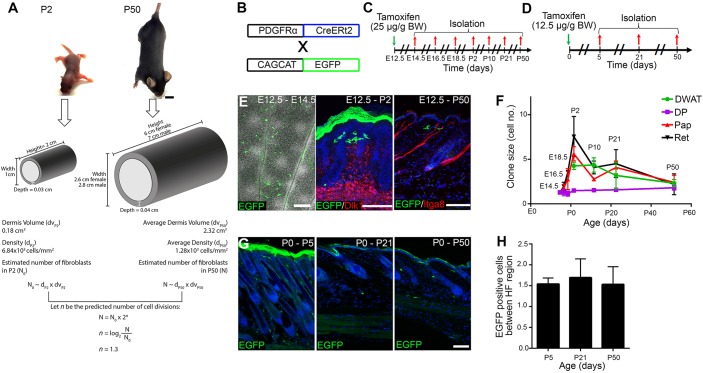
**Estimation of cellular replication during dermal maturation and clonal analysis of PDGFRaCreERt2-positive cells.** (A) Predicted number of dermal fibroblast divisions (trunk skin) during the transition from neonatal (P2) to adult (P50) mouse. Height, length and dermis diameter were measured (*n*=3 mice per time point and gender) and the dermis volume was estimated by representing the mouse trunk as a cylinder. Cell densities were obtained from Fig. 3C and the cell number at P2 (*N*_0_) and P50 (*N*) were estimated by multiplying cell density and dermis volume. The predicted cell division rate (*n*=1.3) is calculated by the log_2_ of the *N*/*N*_0_ ratio. All raw data for the calculations are shown in Table S3. (B-H) Clonal analysis of PDGFRaCreERt2^+^ cells. (B) Breeding strategy for E-H. (C) Labelling strategy for E,F. (D) Labelling strategy for G,H. (E) Immunostaining of GFP^+^ fibroblasts (green) co-stained for Dlk1 or Itga8 (red) or overlaid with the brightfield image. (F) Quantitation of GFP^+^ cells per clone per compartment. *n*=3 biological replicates per time point. Cells were considered clonally related if they were contained within a total dermal area of 260 µm diameter (Driskell et al., 2013). (G) Immunostaining of GFP^+^ fibroblasts. (H) Quantitation of GFP^+^ fibroblasts in the area between adjacent HFs. *n*=3 biological replicates per time point. Nuclei were labelled with DAPI (blue in E,G). Data shown are means±s.d. Scale bars: 1 cm in A; 100 µm in E (middle and right), G; 500 µm in E (left).

To test our hypothesis we performed clonal analysis, defining the maximum diameter occupied by clonally related cells as 260±50 µm, as described previously (Driskell et al., 2013). Fibroblasts in bi-transgenic PDGFRaCreERt2×CAGCATeGFP mice were labelled with a low tamoxifen dose, which resulted in 1-2 PDGFRa^+^ cells being labelled in the dermis between adjacent HFs (inter-HF dermal area) (Fig. 4B-D). When fibroblasts were labelled at E12.5 they gave rise to clones of 4-8 cells spanning the papillary and reticular dermis and DWAT at P2 (Fig. 4E,F). Thereafter, the number of cells per clone decreased in the papillary and reticular dermis and DWAT, but not in the DP, consistent with DP cells forming a condensate (Kaushal et al., 2015; Tobin et al., 2003) (Fig. 4F). When clonal labelling was performed in bi-transgenic mice at P0 (Fig. 4D,G), there was no subsequent increase in EGFP^+^ cells (Fig. 4H), consistent with the very low proliferation rate in postnatal skin (Collins et al., 2011) (Fig. 3F).

We conclude that, consistent with the postnatal increase in dermal volume occurring with very little fibroblast proliferation, clonally related cells become progressively separated from one another.

### Postnatal dermal maturation coincides with a reduction in dermal β-catenin signalling

In addition to predicting a reduction in fibroblast proliferation during dermal maturation, the microarray comparison suggested a significant decrease in Wnt/β-catenin signalling. As a readout of dermal Wnt signalling we examined the TOPGFP reporter mouse, in which H2BeGFP is expressed under the control of multiple Lef1/TCF binding sites (Ferrer-Vaquer et al., 2010) (Fig. 5). As previously reported, at E12.5 Wnt/β-catenin signalling is highly active in most fibroblasts (Chen et al., 2012; data not shown). TOPGFP^+^ fibroblasts were abundant at P2, but declined significantly by P21 (Fig. 5A-C). At P2 the number of cells with detectable nuclear TOPGFP, as evaluated by flow cytometry (Fig. 5D,E), was 17.1% within the papillary (CD26^+^ Sca1^−^) population, compared with 7.2% in the reticular (Dlk1^+^ Sca1^−^) population and 11.8% in fibroblasts with adipogenic potential (8.3% Dlk1^+^ Sca1^+^; 3.5% Dlk1^−^ Sca1^+^) (Driskell et al., 2013; Festa et al., 2011). This was confirmed by immunofluorescent staining, since at P2 the upper dermis (enriched for papillary Lrig1^+^ CD26^+^ fibroblasts) contained more TOPGFP^+^ cells than the lower dermis (Dlk1^+^ Sca1^+^) (Fig. 5A).

**Fig. 5.**
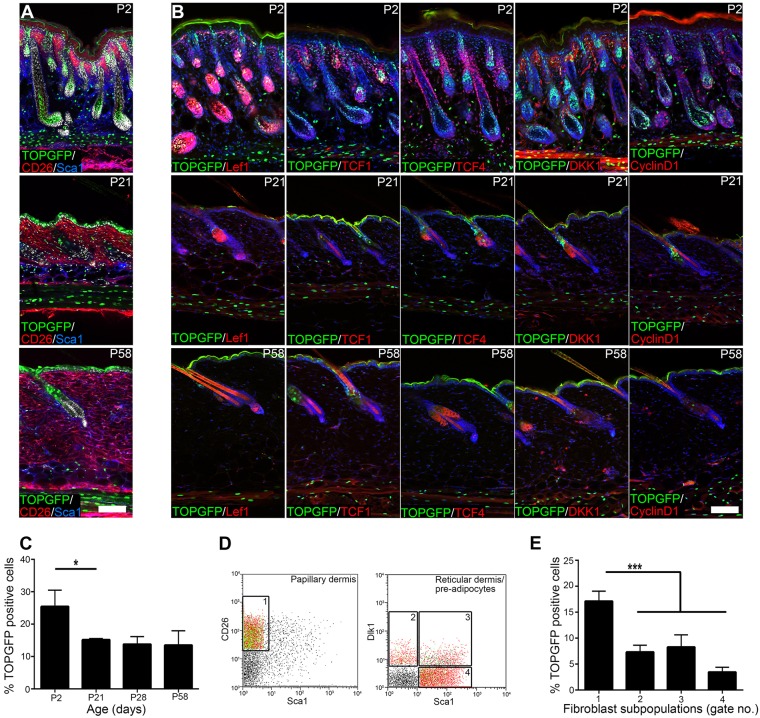
**Dermal Wnt signalling activity.** (A,B) Immunostaining for TOPGFP signal (green) and the markers indicated: CD26 (red) and Sca1 (blue) in A; Lef1, TCF1, TCF4, Dkk1 and cyclin D1 (red) in B. Nuclei were labelled with DAPI (white in A, blue in B). (C) Quantitation of percentage TOPGFP^+^ dermal fibroblasts determined from histological sections. *n*=3 biological replicates per time point. (D,E) Flow cytometry analysis of TOPGFP expression in P2 fibroblast subpopulations. Gate 1, CD26^+^ Sca1^−^ (papillary fibroblasts); gate 2, Dlk1^+^ Sca1^−^ (reticular fibroblasts); gate 3, Dlk1^+^ Sca1^+^; gate 4, Dlk1^−^ Sca1^+^ (cells with adipogenic potential). C is representative of *n*=3 biological replicates shown in D. Data shown are means±s.d. *P<0.05, ***P<0.0005. Scale bars: 50 µm.

In line with the microarray analysis, proteins encoded by Wnt target genes such as *Lef1*, *Dkk1* and cyclin D1 were highly expressed in the upper dermis at P2 (Fig. 5B). While most TOPGFP^+^ cells in the upper dermis showed high nuclear Lef1 levels, in the lower dermis TCF4 (also known as Tcf7l2) was nuclear in cells that were TOPGFP^+^. By contrast, nuclear TCF1 (also known as Tcf7) was mainly confined to the papillary fibroblast lineage. These observations are consistent with gene expression profiles of neonatal fibroblasts, showing that papillary fibroblasts have an active Wnt signalling signature, but also highlight that Wnt signalling can simultaneously occur in the lower dermis (Driskell et al., 2013; Mastrogiannaki et al., 2016).

In adult skin there were fewer TOPGFP^+^ cells throughout the dermis, with adipocytes and APM cells showing the highest TOPGFP signal (Fig. 5A-C). The decrease in dermal TOPGFP activity was associated with a decrease in the expression of all TCFs as well as all analysed Wnt target genes (Fig. 5B).

We conclude that postnatal dermal maturation is associated with a reduction in Wnt/β-catenin signalling. Additionally, there is differential signalling activity in different fibroblast subpopulations.

### Wound-induced dermal β-catenin activation in fibroblasts increases with age

To examine whether the age-associated fibroblast density changes and Wnt/β-catenin signalling in unwounded skin were mirrored by changes during wound healing, we investigated β-catenin activity in wound beds of neonatal and adult TOPGFP mice at PW5, PW7 and PW10. Surprisingly, there was strong dermal Wnt/β-catenin activation in adult P21 and P50 wound beds, whereas neonatal P2 wound beds had fewer TOPGFP^+^ cells at all time points (Fig. 6A,B). By contrast, the epidermis showed similar TOPGFP activation in the wound bed regardless of age at all time points, except for local upregulation in the placodes of new HFs (Fig. 6A).

**Fig. 6.**
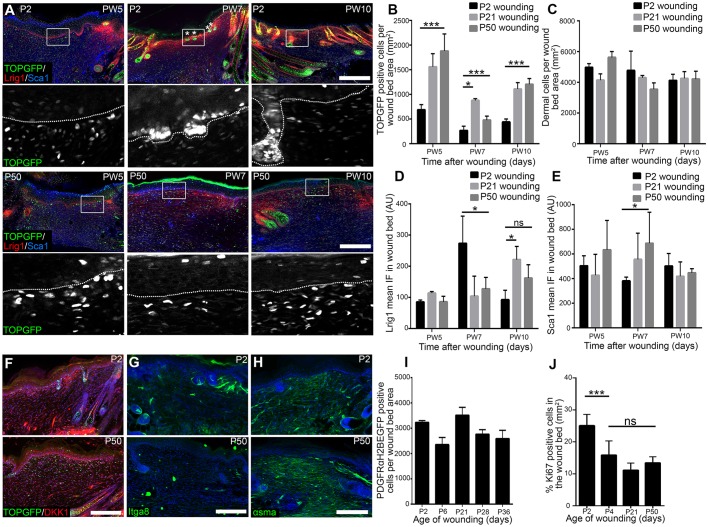
**Analysis of neonatal and adult wound beds.** (A,B) TOPGFP expression in fibroblasts of PW5, PW7 and PW10 wound beds of mice wounded at neonatal (P2) and adult (P21 and P50) stages. Wound beds were immunostained for GFP (green), Lrig1 (red) and Sca1 (blue) (A). TOPGFP expression in the boxed areas is shown at higher magnification beneath. Placodes are marked with asterisks and dotted lines indicate the basement membrane. (B) Quantitation of GFP^+^ cells in wound beds at the indicated time points. *n*=4 biological replicates, except *n*=3 for P21 and P50 at PW7. (C) Dermal cells per mm^2^ wound bed area over time in adult and neonatal wounds. *n*=4 biological replicates. (D,E) Mean immunofluorescence quantification in the neonatal (P2) and adult (P21, P50) wound beds over time for Lrig1 (D) and Sca1 (E). *n*=4 biological replicates per time point. (F) Dkk1 expression (red) in TOPGFP (green) P2 and P50 wound beds at PW7. (G,H) PW7 wound beds after wounding at the indicated time point, immunostained for Itga8 (green, G) and αSma (green, H). (I) Quantitation of the density of PDGFRaH2BeGFP-expressing cells in PW7 wound beds wounded at the indicated time points. *n*=3 biological replicates per time point. (J) Quantitation of Ki67^+^ cells in the wound beds after wounding at the indicated time points. *n*=8 (P2), *n*=6 (P4), *n*=4 (P21), *n*=5 (P50) biological replicates. Nuclei were labelled with DAPI (white in A; blue in F-H). Data shown are means±s.d. ns, not significant; *P<0.05, ***P<0.0005. AU, arbitrary units; IF, immunofluorescence. Scale bars: 100 µm.

During embryogenesis the Wnt signalling inhibitor Dkk1 is highly expressed by dermal fibroblasts, creating a permissive environment for HF formation by locally suppressing Wnt/β-catenin signalling (Andl et al., 2002; Sick et al., 2006). P2 wound beds had strong Dkk1 expression in the upper dermis, especially surrounding the developing HF (Fig. 6F). Dkk1 expression was strongly reduced in adult wound beds (Fig. 6F), correlating with the increased number of TOPGFP^+^ cells (Fig. 6A,B).

Although the total dermal cell density in wounds did not change significantly with age (Fig. 6C,I), the number of cells expressing papillary (Lrig1) and reticular (Sca1) markers changed as a function of age at wounding and the number of days post wounding (Fig. 6D,E) (Driskell et al., 2013). In P50 mice, more Sca1^+^ cells were present in the wound bed 7 days after wounding than in P2 mice, while in P2 wounds Lrig1^+^ cells predominated at PW7, particularly close to the basement membrane when new HFs form (Fig. 6A,D,E). In adult wound beds the number of Lrig1^+^ cells increased at PW10 when wound-induced HF neogenesis is not observed (Fig. 6D). Similarly, there were more Itga8^+^ cells (a previously described marker of papillary fibroblasts, DP and APM cells in P2 skin; Driskell et al., 2013) in neonatal than in adult wound beds at PW7 (Fig. 6G). By contrast, adult wounds contained a higher proportion of cells that expressed α-smooth muscle actin (αSma) at PW7 (Fig. 6H), which we have previously shown, by lineage tracing, to derive from the lower dermal lineage (Driskell et al., 2013).

Following P2 wounding there were significantly more proliferating (Ki67^+^) cells in PW7 wound beds than at P4 (Fig. 6J). However, there was no significant difference in proliferation in the wound beds of mice wounded at P4 and P50, even though HF neogenesis declined during that period (Fig. 1B). Fibroblast density within neonatal and adult wound beds did not differ significantly at PW7 (Fig. 6I).

We conclude that the loss of HF forming ability correlates with an increase in dermal Wnt/β-catenin signalling, a decrease in the proportion of cells expressing papillary markers and an increase in αSma^+^ cells in the wound bed at PW7, when new HFs are able to form. However, wound beds that differ in their ability to support HF regeneration do not differ in fibroblast proliferation and density.

### Promotion of HF formation in adult wounds by inhibition of Wnt/β-catenin signalling

To determine whether altering dermal Wnt/β-catenin signalling would affect HF formation in the wound bed, we specifically deleted or activated β-catenin in fibroblasts by crossing *Ctnnb1*^flox/flox^ or *Ctnnb1*^+/flox(ex3)^ with PDGFRaCreERt2×tdtomato mice and applying tamoxifen after birth (P0 and P3) (Mastrogiannaki et al., 2016). Both deletion and activation of β-catenin resulted in mice that were viable but smaller, with a shorter tail than controls (data not shown), effects that probably reflect PDGFRaCre activity in tissues such as the CNS, bone marrow and developing bone (Betsholtz, 1995). Deletion or activation of β-catenin did not alter fibroblast density in the papillary and reticular layers, nor did it affect the expression of papillary and reticular markers in unwounded neonatal and adult dermis (Fig. 7A-D). There was no effect on APM number or size (data not shown). However, whereas at P10 the DWAT was normal, by P57 dermal β-catenin stabilisation led to a reduction in adipocytes and the accumulation of scattered fibrotic patches, resulting in an increase in DWAT cell density and total dermal thickness, as previously reported (Mastrogiannaki et al., 2016; Hamburg-Shields et al., 2015; Hamburg and Atit, 2012) (Fig. 7A-E). By contrast, in β-catenin-deleted mice dermal thickness was slightly reduced (Fig. 7E).

**Fig. 7.**
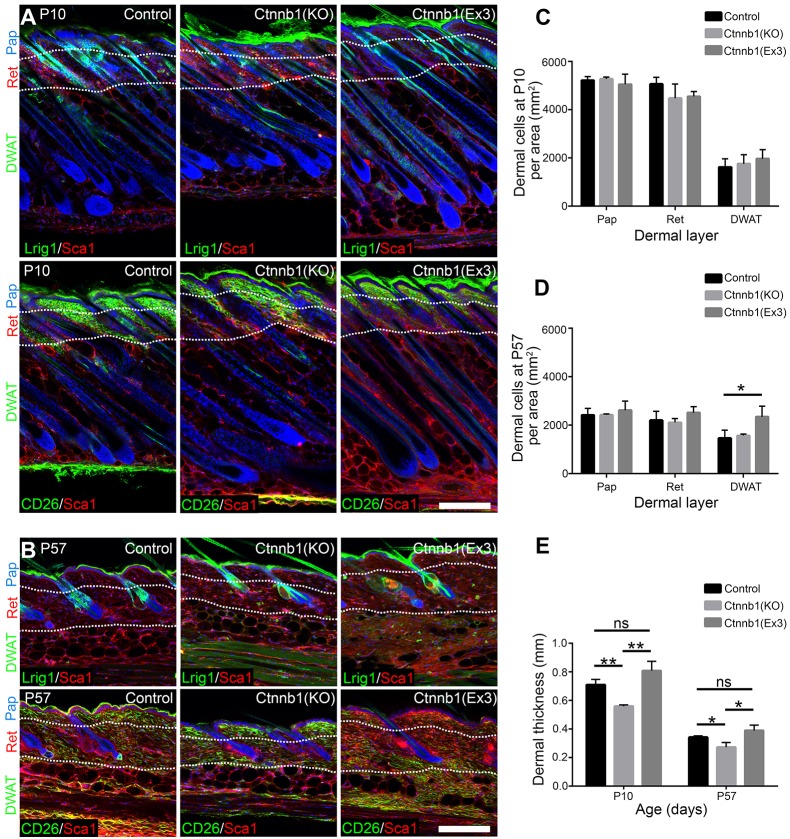
**Effect of postnatal dermal β-catenin ablation or activation on skin homeostasis.** (A,B) Immunostaining of Lrig1 (green, top rows), CD26 (green, bottom rows) and Sca1 (red) in neonatal (P10) and adult (P57) whole-mount sections of wild-type mice (control) or following β-catenin (*Ctnnb1*) ablation [Ctnnb1(KO)] or activation [Ctnnb1(Ex3)], as shown in Fig. 9A. White dotted lines indicate dermis layer boundaries. (C,D) Quantification of cell densities in the indicated dermis layers in A and B in neonatal (P10, C) and adult (P57, D) whole-mount sections. *n*=6 whole-mount sections per mouse, *n*=3 biological replicates per genotype and time point. (E) Quantification of dermal thickness at the indicated time points. *n*=5 biological replicates per genotype and time point. Nuclei were labelled with DAPI (blue in A,B). Data shown are means±s.d. ns, not significant; *P<0.05, **P<0.005. Scale bars: 100 µm.

To confirm that dermal β-catenin modulation had indeed been achieved, we examined TOPGFP activity (Fig. 8). As expected, β-catenin deletion substantially reduced Wnt reporter activity in adult P21 wound beds (Fig. 8A,B), where Wnt/β-catenin signalling is high in control mice (Fig. 6A,B). Conversely, β-catenin stabilisation increased the number of TOPGFP^+^ cells in neonatal P8 wounds (Fig. 8D,E), where Wnt/β-catenin signalling is low in controls (Fig. 6A,B). In addition, we sorted tdtomato^+^ cells or used whole-mount tissue for PCR analysis, confirming efficient deletion of the floxed exons in both *Ctnnb1*^flox/flox^ and *Ctnnb1*^+/flox(ex3)^ cells (Fig. 8C,F); this is comparable to results reported in other skin studies (see Enshell-Seijffers et al., 2010a).

**Fig. 8.**
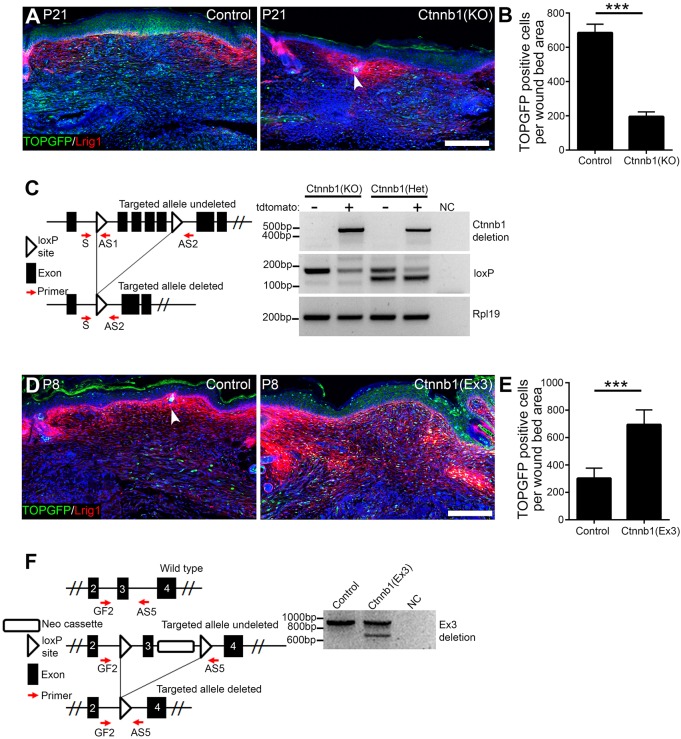
**TOPGFP activity and β-catenin deletion efficiency in dermal fibroblasts.** (A) TOPGFP activity (green) with Lrig1 immunostaining (red) in P21 wounds at PW7 of wild-type (control) and β-catenin-deleted [Ctnnb1(KO)] mice. (B) Quantitation of GFP^+^ cells in PW7 wound beds. *n*=6 whole-mount sections per mouse; *n*=4 control, *n*=2 Ctnnb1(KO) biological replicates. (C) Schematic representation of the undeleted and deleted β-catenin targeted allele. DNA from sorted tdtomato-positive (+) and tdtomato-negative (−) cells was tested for β-catenin deletion (primers indicated by red arrows). Ctnnb1(KO) shows a 480 bp band indicating β-catenin deletion and loss of the 180 bp loxP PCR product, whereas undeleted cells (tdtomato^−^) generate only the 180 bp loxP PCR product. In heterozygous mice [Ctnnb1(Het)] the untargeted allele amplifies as a 150 bp band owing to the missing loxP site. *Rpl19* PCR was used as loading control. (D) TOPGFP activity (green) with Lrig1 immunostaining (red) in P8 wounds at PW7 of wild-type (control) and β-catenin-stabilised [Ctnnb1(Ex3)] mice. (E) Quantitation of GFP^+^ cells in PW7 wound beds. *n*=6 whole-mount sections per mouse; *n*=4 biological replicates per genotype. (F) Schematic representation of the wild-type, undeleted and deleted targeted exon 3 allele for β-catenin stabilisation. DNA isolated from whole-mount sections was tested for β-catenin exon 3 deletion (primers indicated by red arrows). The wild-type allele amplifies as a 900 bp band, the undeleted targeted allele gives no product and the deleted targeted allele amplifies as a 700 bp band. Note that Ctnnb1(Ex3) transgenic is kept heterozygous, and thus PCR shows efficient recombination. NC, negative control (no DNA). (A,D) Nuclei were labelled with DAPI (blue) and arrowheads indicate new HFs. Data shown are means±s.d. ***P<0.0005. Scale bars: 100 µm.

Next we wounded the skin at P4 (the earliest possible time point after β-catenin modulation) or P50 (adult) and analysed the wound bed at PW7 (Fig. 9A). In P4 wounds, dermal β-catenin activation led to an increase in Sca1^+^ cells in the wound bed, whereas more Lrig1^+^ cells were present after dermal β-catenin deletion at PW7 (Fig. 9B,C). Although proliferation (Ki67^+^) in adult wound beds was significantly decreased in β-catenin-deleted dermis and increased in β-catenin-activated dermis (Fig. 9D) (Beyer et al., 2012; Chen et al., 2012), dermal cell density was not significantly affected at PW7 (Fig. 9E). In addition, wound size was slightly increased in P50 β-catenin-activated mice (Fig. 9F) and, as previously shown, β-catenin modulation did not affect wound closure (Cheon et al., 2006).

**Fig. 9.**
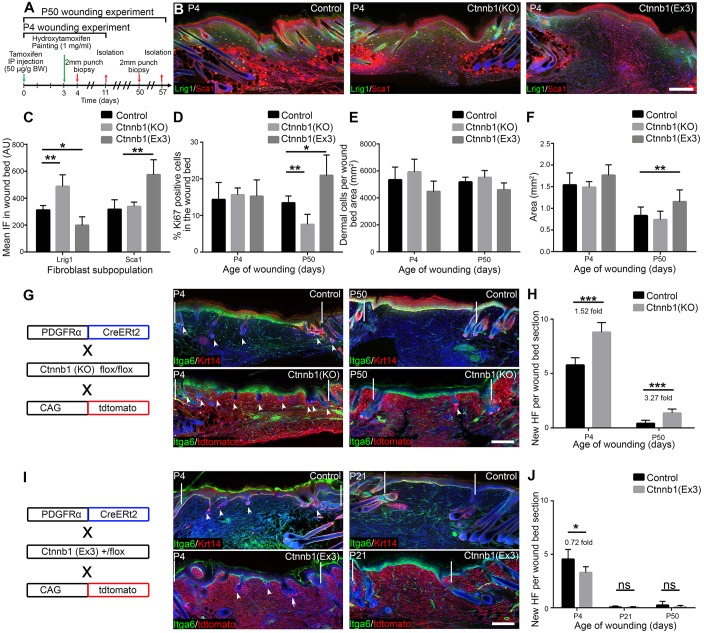
**Effect of β-catenin ablation or activation on HF formation in wound beds.** (A) Experimental design. (B,C) Immunostaining analysis (B) and quantification (C) for Lrig1 (green) and Sca1 (red) in PW7 wound beds of wild-type mice (control) or following β-catenin ablation [Ctnnb1(KO)] or activation [Ctnnb1(Ex3)] wounded at P4. *n*=3 whole-mount sections per mouse; *n*=5 biological replicates per genotype. (D-F) Quantification of Ki67^+^ cells in the wound bed area (D), dermal cells in the wound bed (E) and wound bed area (F) at PW7 of wild-type mice or following β-catenin ablation or activation. Mice were wounded at the indicated time points. (D) *n*=5 for P50 control, Ctnnb1(KO), *n*=7 for P4 control, *n*=4 for P4 Ctnnb1(KO), Ctnnb1 (Ex3), P50 Ctnnb1(Ex3); (E) *n*=5; (F) *n*=6 biological replicates. (G,I) Immunostaining of new HFs in PW7 wound beds of mice following β-catenin ablation (G) or activation (I) in postnatal fibroblasts. Wound beds were immunostained for Krt14 (red), Itga6 (green) or tdtomato (red) as indicated. White lines demarcate wound edges; arrowheads indicate new HFs and arrow indicates an enlarged new HF. (H,J) Quantitation of HF formation in wound beds shown in G and I. (H) *n*=8 for P4 control, P50 Ctnnb1(KO), *n*=6 for P4 Ctnnb1(KO), *n*=9 for P50 control; (J) *n*=9 for P4 control, *n*=4 for P4 Ctnnb1(Ex3), P50 control, Ctnnb1(Ex3), *n*=3 for P21 control, Ctnnb1(Ex3) biological replicates. Nuclei were labelled with DAPI (blue in B,G,I). Data shown are means±s.d. ns, not significant; *P<0.05, **P<0.005, ***P<0.0005. AU, arbitrary unit; BW, body weight; IF, immunofluorescence. Scale bars: 100 µm.

Intriguingly, HF formation in the wound bed was significantly increased (1.52-fold) on dermal deletion of β-catenin (Fig. 9G,H), whereas β-catenin stabilisation inhibited HF formation by 30% in P4 wounds (Fig. 9I,J). We occasionally observed enlarged HFs in the wound bed upon β-catenin stabilisation (Fig. 9I, arrow), as has been reported when dermal β-catenin is stabilised during embryonic development (Chen et al., 2012). When β-catenin-deleted mice were wounded at P50, HF regeneration increased 3.27-fold (Fig. 9H). By contrast, β-catenin stabilisation in fibroblasts did not affect HF regeneration at P21 or P50 (Fig. 9I,J).

We conclude that, consistent with the observed reduction in dermal Wnt signalling with age (Fig. 5), β-catenin is not essential for fibroblasts to contribute to dermal maturation. Wnt/β-catenin signalling inhibition in fibroblasts promotes HF regeneration during wound healing, which correlates with a reduction in the number of cells expressing markers of reticular fibroblasts and an increase in cells expressing papillary fibroblast markers.

## DISCUSSION

It has previously been reported that new HF formation ceases after E19.5 of mouse development (Colwell et al., 2006; Martin et al., 2003; Shaw and Martin, 2009). Here we demonstrate that neonatal mouse skin is capable of forming new HFs during wound healing and that this ability is largely lost within the first 3 weeks after birth. The loss of HF ability correlates with a decline in papillary fibroblast density and dermal β-catenin signalling in undamaged skin. However, on wounding, dermal β-catenin activity is upregulated to a greater extent in older than in neonatal wounds and this is linked to a greater proportion of fibroblasts expressing reticular markers, consistent with previous lineage-tracing studies that showed these cells lack HF inducing ability (Driskell et al., 2013). By ablating β-catenin in PDGFRa^+^ cells we were able to partially restore HF formation in wounded older skin. Our results are consistent with an earlier report showing that during wound repair β-catenin signalling is strongly upregulated in the fibroblasts of adult mice (Cheon et al., 2006). It is notable that the loss of hair forming capacity in adult skin does not reflect a change in the ability of the epidermis to form new HFs, since ectopic HFs can be induced in unwounded and wounded skin by epidermal β-catenin activation (Deschene et al., 2014; Lo Celso et al., 2004; Ito et al., 2007; Silva-Vargas et al., 2005).

It is interesting to speculate that one reason why P2 skin can regenerate HFs whereas P21 skin cannot is that from P5 onwards many of the papillary fibroblasts are recruited to form the APM and this may render them unable to contribute to restoring the papillary dermis (Driskell et al., 2013). However, altered dermal β-catenin activity did not affect the number or size of individual APM. There is no evidence that existing DP cells contribute significantly to wound repair in adult skin (Johnston et al., 2013; Kaushal et al., 2015). Nevertheless, new DP can be induced upon epidermal β-catenin activation (Silva-Vargas et al., 2005). Neonatal tail skin was able to form new HFs in wounds and this is consistent with the lack of differential Wnt gene expression between tail and back (Fig. 2). We speculate that there are fewer wound-associated HFs in neonatal tail skin because of the lower density of HFs in unwounded tail or the lack of papillary progenitors of the APM.

The importance of Wnt signalling in skin fibroblasts has been shown in a number of different contexts. In early embryogenesis, before E16.5, β-catenin expression in fibroblasts is required for the formation of the dorsal and ventral dermis, while ectopic β-catenin activation increases fibroblast density and disturbs epidermal morphogenesis (Atit et al., 2006; Chen et al., 2012; Ohtola et al., 2008). In late embryonic dermis, when fibroblast lineages have been established, altered β-catenin activity in the DP causes defects in HF growth, cycling and pigmentation but does not cause HF loss (Enshell-Seijffers et al., 2010a,b). By contrast, β-catenin activation in postnatal dermal fibroblasts causes fibrosis in the adipocyte layer (Mastrogiannaki et al., 2016; Hamburg and Atit, 2012; Hamburg-Shields et al., 2015), supporting our observations in older unwounded skin (Fig. 7B). This corroborates the idea that β-catenin can be simultaneously active in different fibroblast lineages performing distinct functions. Interestingly, during wound repair ectopic β-catenin activation throughout the skin leads to increased wound size, fibroblast proliferation and fibrosis, while β-catenin deletion decreases proliferation and wound size (Fig. 9D,E) (Beyer et al., 2012; Cheon et al., 2006).

It is interesting that postnatal mouse growth does not correlate with an increase in fibroblast proliferation within the dermis (Collins et al., 2011, 2012), and our clonal analysis is consistent with a model whereby fibroblasts within a clone become separated from one another through ECM deposition. Fibroblast β-catenin activation can stimulate ECM production (Hamburg-Shields et al., 2015), and although this could play a role in dermal wound repair it is unlikely to be the major mediator of postnatal dermal expansion, since signalling is downregulated postnatally.

We conclude that postnatal dermal maturation facilitates rapid wound repair through recruitment of lower dermal fibroblasts but that this comes at the expense of the ability to regenerate HFs at the wound site.

## MATERIALS AND METHODS

### Transgenic mice

All animal experiments were subject to local ethical approval and performed under the terms of a UK government Home Office license. All mice were outbred on a C57BL6/CBA background and male and female mice were used in experiments that included PDGFRaCreERt2 (Rivers et al., 2008), Lrig1CreERt2-IRES-GFP (Page et al., 2013), Dlk1CreERt2 (Driskell et al., 2013), ROSAfl-stopfl-tdTomato (Jackson Laboratories, 007905), CAGCATeGFP (Kawamoto et al., 2000), TopH2BeGFP (Ferrer-Vaquer et al., 2010), PDGFRaH2BeGFP (Hamilton et al., 2003), β-catenin floxed (*Ctnnb1*^flox/flox^) (Huelsken et al., 2001) and β-catenin exon 3 deletion [*Ctnnb1*^+/flox(ex3)^] (Harada et al., 1999) mice. To perform lineage tracing or modulate β-catenin activity in fibroblasts, PDGFRaCreERt2 mice were bred to the appropriate floxed mice and treated with tamoxifen.

### Wounding experiments

Analgesic EMLA cream 5% (AstraZeneca) was applied to the skin for 10 min before mice were anaesthetised using isoflurane (Cp-pharma). A 2 mm diameter punch biopsy (Stiefel) was used to make a full-thickness wound in the central back skin or tail base at the indicated time points. If necessary, the hair on the back was clipped prior to wounding. When neonatal mice (P2-P10) were wounded, all litter pups were wounded and housed with their mother until weaning age. Wound closure was quantitated by comparing digital wound bed photos taken at different times after wounding.

### Clonal analysis

CAGCATeGFP mice were crossed with PDGFRaCreERt2 mice. Cre was induced at E12.5 by injecting pregnant females with 25 µg tamoxifen/g body weight, which we have previously shown labels fewer than 1% of all skin fibroblasts (Driskell et al., 2013). At E14.5 GFP^+^ cells were analysed in *n*=3 horizontal whole-mounts per embryo (*n*=3 embryos per time point) by confocal microscopy. All labelled cells within a 260±50 µm radius (Driskell et al., 2013) were scored as being clonally related. For postnatal clonal analysis neonatal mice (P0) were injected with 12.5 µg tamoxifen/g body weight, labelling 1-2 cells per HF region, i.e. the area of dermis between adjacent HFs, and analysed at different time points. All clones in *n*=3 whole-mounts per mouse (*n*=3 mice per time point) were analysed.

### Immunostaining

Immunostaining was performed on 60 µm cryosections stained as horizontal whole-mounts, as previously described (Driskell et al., 2013, 2011b). Briefly, skin was fixed in 4% PFA for 15-30 min, washed with PBS and embedded in OCT (Sakura Finetek). Sections (60 µm) were placed in PBS to dissolve the OCT. Sections were stained in 300-500 µl PB buffer (PBS containing 0.5% skimmed milk, 0.25% cold water fish skin gelatin, 0.5% Triton X-100). Whole-mounts were labelled with primary antibody overnight at 4°C, washed in PBS for 1 h at room temperature, and with secondary antibodies containing DAPI (1 µg/ml diluted 1:2000) for 2 h at room temperature (antibodies are described in Table S4). Whole-mounts were mounted on coverslips with glycerol and imaged with a Nikon A1 upright confocal using the NIS-Elements software package to stitch multiple 1024×1024 images. Since wounds were only 2 mm in diameter we could capture the entire width of each wound in one whole-mount (60 µm section) and, by analysing multiple whole-mounts from each wound, we could readily quantitate all the HFs per wound.

### Flow cytometry

Fibroblasts were isolated as previously described (Jensen et al., 2010). Briefly, back skin was isolated and incubated in dispase-trypsin solution at 37°C for 1 h. Dermis was separated from the epidermis, transferred to 0.25% collagenase in FAD medium, minced and incubated at 37°C for 1 h. The digest was passed through a 70 µm filter before centrifugation. For cell sorting, cells were washed with PBS and sorted using a BD FACSAria Fusion. For FACS analysis, fibroblasts were incubated for 1 h with antibodies (Table S4), washed with PBS and analysed with a BD FACSCanto TMII. All data analysis was carried out with FlowJo 9.8.5.

### Microarrays

Neonatal (P2) and P50 back skin PDGFRaH2BeGFP fibroblast microarrays were published previously (GEO GSE32966) (Collins et al., 2011). To generate back and tail dermis microarrays from P1 mice (C57BL6/CBA F1), tail skin was incubated in 5 mM EDTA in PBS at 37°C for 1 h, whereas back skin was incubated in dispase-trypsin solution at 37°C for 1 h. Tail and back dermis were separated from the epidermis with forceps, washed once in PBS and digested as described above. Single-cell suspensions were washed three times in PBS before cells were lysed in Trizol (Invitrogen) and RNA was purified using Qiagen RNeasy columns. RNA was extracted from triplicate mice. cDNA was amplified from purified RNA and hybridised to Affymetrix MG430.2A arrays by the Cancer Research UK Patterson Institute Affymetrix Genechip Microarray Service. Array images were produced by the Affymetrix PICR 3000 scanner and analysed as CEL files using GeneSpring 13X (Agilent Technologies). RMA normalisation was used and the bottom twentieth percentile of genes (i.e. the 20% of genes with the lowest expression levels) were excluded from subsequent analysis.

### Quantitation and statistical analysis

Statistical analysis was performed with GraphPad Prism 6 software. Unless stated otherwise, statistical significance was determined by unpaired *t*-test for biological effects with an assumed normal distribution. For unbiased cell identification with DAPI, Ki67, TOPH2BeGFP or PDGFRaH2BeGFP labelling, nuclear staining was quantified using the Spot detector plugin of Icy software (version 1.6.0.0). To quantify Lrig1^+^ and Sca1^+^ cells in the wound bed, mean fluorescence was determined with Icy software (version 1.6.0.0) and normalised to background.

To quantitate new HFs, at least eight 60 µm sections per wound covering the entire wound bed were stained with the indicated antibodies and HFs per wound bed counted. Total and dermal layer fibroblast density was quantitated in PDGFRaH2BeGFP whole-mount sections by counting EGFP^+^ cells in the dermis between adjacent HFs (30 inter-HF regions scored per biological replicate) and in the wound bed (three wound beds per biological replicate) at the indicated time points.

### PCR analysis

Flow cytometry was used to sort tdtomato^+^ and tdtomato^−^ cells. DNA was prepared from sorted cells and whole-mount sections with DNA lysis buffer (100 mM Tris-Cl pH 8.8, 50 mM NaCl, 5 mM EDTA pH 8.0, 0.2% SDS, 0.2 mg/ml proteinase K), precipitated with isopropanol, washed with 70% ethanol and resuspended in TE buffer (10 mM Tris-Cl, 1 mM EDTA, pH 8.0).

For PCR analysis, PCR Mastermix (Promega, M7502) and the primer pairs listed in Table S5 were used. PCR was performed on a C1000 Touch thermal cycler (Bio-Rad) with the following cycle conditions: 94°C for 1 min, followed by 32 cycles of 94°C for 30 s, 55°C for 1 min, 72°C for 1 min. PCR products were loaded on a 3% agarose gel and imaged with a Bio-Rad Gel Doc-XR+ system using Image Lab software (version 5.2).

### Calculation of cell division rate

We measured the body length (from between the scapulae to the tail base), width (at the widest point) and dermis depth (from back skin sections) of P2 and P50 mice (*n*=3 biological replicates) (Table S3). We used these measurements to obtain the approximate body size, represented as a cylinder (Fig. 4A). The total mouse volume can be approximated by calculating the cylinder volume *V*:
(1)
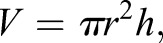
where the radius *r* represents half of the body width and *h* the animal height. The dermis volume *dv* corresponds to the difference between the total volume and the inner volume when the radius is the animal total radius minus the dermis depth *dd*:
(2)
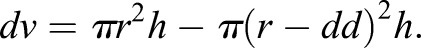
Let *N* be the number of fibroblasts in P50 occupying *dv*_P50_, *N*_0_ the number of fibroblasts in P2 occupying *dv*_P2_ and *n* the predicted number of cell divisions. If we assume exponential cellular growth then:
(3)
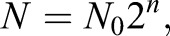

(4)
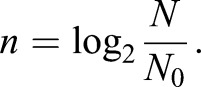

The total number of fibroblasts at a certain developmental stage can be approximated by multiplying the dermis volume *dv* by the fibroblast density *ρ*. From here we expect:
(5)
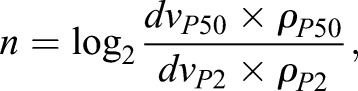

giving *n*=1.3128. Based on this result we estimate that dermal fibroblasts undergo one cell division between P2 and P50.

How the deposited data were processed for this re-analysis (not part of the article)

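Dermis of neonatal mice was profiled on 12 Affymetrix MG430.2A arrays of 1 colour, 3 arrays for each of 4 groups labelled P1 tail, P1 back, P5 tail and P5 back. The paper describes the P1 samples as RNA of triplicate mice of C57BL6/CBA F1 origin, and each array was taken as 1 mouse. The authors normalised the arrays by RMA in GeneSpring, and the deposited log2 values hold all 45101 probe sets of the array. The log base is that of RMA and is not stated with the values. In addition, each probe set is centred on its median over the 12 arrays: the median of all 45101 probe sets was 0 within 1e-06, and the largest range of a probe set was 8.16. The centring is not described in the paper's text. It leaves differences between arrays unchanged but removes levels, so no signal over background can be given, and the number of arrays limits the precision. The column medians were -0.0175, 0.0040 and -0.0134 in P1 tail, 0.0010, 0.0058 and -0.0003 in P1 back, -0.0067, -0.0232 and 0.0141 in P5 tail, and 0.0119, 0.0120 and -0.0030 in P5 back.

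The direction of each comparison was taken from the array labels, as labelled tail minus labelled back or as P5 minus P1. Where this direction opposes that of the study, the groups are named by their labels and were not exchanged. After 64 control probe sets were left out, 45037 probe sets were tested. Of these, 34945 had exactly 1 gene symbol in the platform annotation, 932 had several and 9160 had none here, and 34741 of the first group were matched by gene identifier to mouse RefSeq genes (GRCm38.p6), where no symbol had changed. Genes were named only from probe sets with 1 symbol, whose values were averaged into 18193 genes, 9010 of them with more than 1 probe set. Tcf7 and Ly6a, which the paper names, had no such probe set and have no values here.

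All 12 arrays were fitted together in 4 groups with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, for 5 comparisons: tail with back at P1 and at P5, P5 with P1 in back and in tail, and the interaction of site and age. P-values were adjusted by the Benjamini-Hochberg method over probe sets for counts and over genes for named genes and lists, with a threshold of 0.05. The count at 2-fold used differences of group means with no test, as the paper gives no test for it. There were 33 lists of genes, written before the data were examined, with 805 of 867 listed genes measured, and they were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Genes named in the text are taken from the 12 genes (6 for comparisons of ages and for the interaction) with the largest called difference in each direction whose arrays of one group all lie above those of the other. They are also taken from the genes of Fig. 2B, the marker genes of the paper and the 4 members of each list with the largest difference, and not all of these are named. A few genes outside this rule are marked as named after their values were seen.

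The plan was to leave out the 20% of probe sets with the lowest mean value, as in the methods, and to represent a gene by its brightest probe set. Because the deposited values are centred, neither was possible, and, as the plan set out for that case, all probe sets were kept and a gene's probe sets were averaged. The alternatives tried were centring each array on its median, eBayes with a trend and robust variances, array weights, the replicate number as a block, only the arrays of the groups compared, each array left out, the methods' t-test for the counts, probe sets with suffixes of shared sequence left out, and other gene set tests. A further 3 alternatives were added after seeing the data: arrays with high cartilage genes left out, the pair of P5 arrays that stand apart left out, and only probe sets with 1 symbol.

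Replicate numbers were not taken as pairs of mice. The procedure was tested on simulated data with the residual spread of these arrays, 45037 probe sets and known changes in the comparison of tail with back at P1. Of 50 probe sets changed by 0.5 on the log2 scale 7 were called (14%), of 50 changed by 1 there were 38 (76%), and of 50 changed by 2 and 50 changed by 3 all were called, each with the right sign. Of 44837 unchanged probe sets 10 were called. Among simulated unchanged genes no list was called, and a list shifted by -0.5 was. The simulated genes had the spread of these arrays but not the correlation between genes of a list. In the arrays that correlation was estimated between -0.040 for posterior Hox and 0.713 for endothelium genes. The simulation therefore does not test how often camera calls unchanged lists whose genes are correlated. Samples of P2 and P50 fibroblasts, the terms of the gene ontology analysis and the supplementary tables were not used here.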

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

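The tests of explanations in this part and the splits for the interaction were chosen after the values were seen, and the other splits of the arrays were set before they were run. Directions are those of the array labels.

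The paper does not report on the P5 arrays. At P5, 2145 probe sets differed between arrays labelled tail and back at an adjusted p under 0.05 from limma, 1325 higher and 820 lower in arrays labelled tail. Without P5 tail replicate 4 the count was 3952, and without P5 back replicates 1, 2 and 3 it was 1174, 1120 and 1154. From P1 to P5, 1035 probe sets differed in arrays labelled back (560 higher and 475 lower at P5). That count was 655, 526 and 501 without P1 back replicates 1, 5 and 6, and 469 and 591 without P5 back replicates 2 and 3. In arrays labelled tail 1405 probe sets differed with age (798 higher and 607 lower), or 667 and 731 without P1 tail replicates 4 and 6, and 3038 and 2231 without P5 tail replicates 3 and 4. For each of these counts the 10 splits of 6 arrays are too few for a share under 0.05. The site or age difference itself also enters the spread of the other splits and can lower their counts. The real split was the 1 with as many calls, and the highest other split called 0 probe sets at P5 (5086 at an unadjusted p under 0.05, against 8079), 32 in arrays labelled back and 0 in arrays labelled tail (5855 at an unadjusted p under 0.05, against 8100).

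At P1, 11 lists of genes that the paper does not discuss were called by camera. The medians, labelled tail minus labelled back, were 0.33 for anterior and middle Hox genes, 0.18 for smooth muscle and pericyte, 0.25 for hair follicle epithelium, 0.19 for dermal papilla, 0.21 for macrophage and monocyte, 0.07 for endothelium and 0.83 for melanocyte genes. They were -1.43 for posterior Hox, -0.60 for keratinocyte, -0.79 for mast cell and -0.54 for dissociation response genes. With an estimated correlation between genes only the Hox lists among these held (adjusted p = 0.00053 for posterior and 0.023 for anterior and middle Hox genes).

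The difference between the sites itself differed between P1 and P5 for 781 probe sets by limma's interaction term, 490 with a positive and 291 with a negative interaction (labelled tail minus back at P5, less the same at P1). The count was 516 and 309 without P1 tail replicates 4 and 6, 520, 330 and 296 without P1 back replicates 1, 5 and 6, and 390, 378 and 425 without P5 back replicates 1, 2 and 3. The shared terms of site and age were taken out before the arrays were split within each age, since the site difference would otherwise enter the spread of the other splits. Of 100 such splits only the real 1 called as many, and the highest other called 0. The interaction itself stays in the spread of the other splits and can lower their counts. The splits therefore argue against chance for this count but do not exclude it. At an unadjusted p under 0.05 from limma the real split had 5688 probe sets, the highest other 5955, and 2 of the 100 had as many, the real 1 included. Splits without this step called up to 2417 probe sets, where the site names of all 6 arrays at 1 age were exchanged, and up to 273 otherwise. By camera, 14 lists had an interaction. It was positive for keratinocyte (median 1.27), dissociation response (0.99), cartilage (0.73), lipid synthesis (0.42) and retinoid metabolism genes (0.28). It was negative for hair follicle epithelium (-0.89), adipocyte (-0.77), melanocyte (-0.71), skeletal muscle (-0.65), mast cell (-0.47), macrophage and monocyte (-0.34), dermal papilla (-0.30), endothelium (-0.18) and reticular and hypodermal fibroblast genes (-0.16). None of these held with an estimated correlation, where the lowest adjusted p was 0.21. Fry called the keratinocyte, dissociation response and adipocyte lists (adjusted p = 0.018 each) and the macrophage and melanocyte lists (0.035 each). Among genes, the interaction was 6.08 for Sprr1b, 4.79 for Krt16, 4.42 for Krt6b and 4.10 for Serpinb12, which had a limma adjusted p of 0.051 with the replicate number as a fixed block. It was 5.05 for Lor and 4.39 for Skint10, whose calls were lost with a trend and robust variances (limma adjusted p = 0.064 and 0.14), with that block (0.06 and 0.11) and with most single arrays left out. For Lor these were P1 tail replicate 6, each P1 back replicate, P5 tail replicates 2 and 3 and each P5 back replicate (limma adjusted p 0.05 to 0.077), and for Skint10 the same and P5 tail replicate 4 (0.055 to 0.12). It was -4.66 for Spink12 (limma adjusted p = 0.15 with a trend and robust variances), -4.44 for Adipoq, -3.82 for Car3, -2.65 for Akr1c14, -2.40 for Hp and -2.36 for Lep.

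A first pattern is that genes of body position and tissue run against the site labels. Posterior Hox genes were lower in arrays labelled tail at P1 (median -1.43) and at P5 (median -1.35), while adipocyte genes were higher (1.22 and 0.50, a call that with an estimated correlation held at P1, with an adjusted p of 0.019, and was lost at P5, with 0.41), although the paper relates fat genes to back dermis and posterior Hox genes generally mark caudal positions. Of 17 directions between back and tail that the paper states or colours in Fig. 2, 9 for lists and 8 for genes of the heat map whose tiles could be told apart, 15 had the opposite sign under the labels. This tally of signs decides little, since it counts lists that camera did not call. These were limb and appendage (median -0.04) among the 15, and lipid synthesis (-0.01) and extracellular matrix genes (0.02) as the other 2. By a test of over-representation, limb and appendage genes were enriched among genes called lower in arrays labelled tail (adjusted p = 0.0019). They were not enriched among genes called higher (0.35). Only 7 of the 17 had a called difference at P1, those of the adipocyte, brown fat, skeletal muscle, cartilage, tendon and bone lists by camera and that of Prdm1 by limma, and these 7 ran the other way. With an estimated correlation only the adipocyte call among these lists held. The other 7 genes had limma adjusted p-values of 0.12 to 0.7, and the genes were chosen after their values were seen. A mix-up of single arrays is argued against, since the lowest posterior Hox median of the 6 arrays labelled back lay 1.16 above the highest of the 6 labelled tail. An inverted sign of the values is argued against too: hair follicle genes would then fall with age, but in arrays labelled back 23 of 30 were called higher and 2 lower at P5 by limma (21 or 22 higher and 0 lower with any 1 of the 6 arrays left out), with a median of 1.43. The list's own call there was lost with an estimated correlation (adjusted p = 0.16) and held with fry (0.0061). In arrays labelled tail, where the evidence was weaker, 7 were called higher and 0 lower, the median was 0.50, and the list was lost with an estimated correlation (0.46) and with fry (0.079). Site names exchanged between the labels and the study remain open. With an estimated correlation the posterior Hox list held at P1 (adjusted p = 0.00053) and at P5 (0.0014). Posterior Hox medians were 0.63 to 0.80 in the arrays labelled back and -0.91 to -0.52 in those labelled tail. Since these genes generally mark caudal positions, their values argue against the labels being right, for these genes. Most of the other called lists were lost, however, and do not show which name is right. The paper gives a lower density of hair follicles for tail. The hair follicle epithelium list was lower in arrays labelled tail at P5 (median -0.30, 3 higher and 7 lower, camera adjusted p = 0.0057) but higher in them at P1 (median 0.25, 9 higher and 0 lower, camera adjusted p = 7.4e-07), and both calls were lost with an estimated correlation (0.98 and 0.46), so this list does not settle the direction. Fig. 2B was made from the P1 arrays by the study, so it shows which name the study used and not which is right. That the labels are right and the sites differ in this way is argued against by the posterior Hox genes but not excluded, and was not tested otherwise.

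A second pattern is that cartilage and tendon genes were high in single arrays. The cartilage list's median was 1.14 and 0.84 in P1 back replicates 1 and 6 but 0.05 in replicate 5, and 0.35 in P5 back replicate 3 against -0.03 and 0.00 in replicates 1 and 2. The tendon list's median was 1.77 and 0.75 against 0.05 at P1, and 1.16 against 0.00 and 0.23 at P5. Greater noise over all probe sets in single arrays is argued against, since the largest SD over probe sets among the P1 back arrays was 1.03 times the smallest. Carry-over of skeletal tissue into single samples remains open. Of the 27 cartilage genes, 2 of which are also in another list, 20 were higher in both replicates 1 and 6 than in 5, but these arrays were singled out by the same genes, so the count restates the pattern and does not test carry-over. Among all genes the share was 32%, and it was 43 of 57 for skeletal muscle genes and 5 of 14 for bone genes, the latter close to that of all genes. The skeletal muscle median was 0.17 and 0.34 in P1 back replicates 1 and 6 against -0.22 in replicate 5, and 0.67 in P5 back replicate 3 against -0.32 and -0.36 in replicates 1 and 2, so in these arrays it went with cartilage and tendon. Its highest median was in P1 tail replicate 4 (1.02), where the cartilage and tendon medians were -0.17 and -0.15. Col2a1, a main transcript of cartilage, stood at 5.38 and 5.23 in these 2 arrays. Levels cannot be read, so the share of such tissue is not known. These are replicates of one group, so no biological explanation was tested.

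In another pattern, keratinocyte genes and genes induced by tissue dissociation differed between the sites in opposite directions at P1 and P5. The median was -0.60 at P1 and 0.63 at P5 for the keratinocyte list, and -0.54 and 0.43 for the dissociation response list. With an estimated correlation the keratinocyte list was not called between the sites at P1 (adjusted p = 0.46) or P5 (0.44). A fixed effect of the separation solution of each site (EDTA for tail, dispase-trypsin for back) would act in 1 direction at both ages. The dissociation response list had an interaction of 0.99, which camera called, fry called (adjusted p = 0.018) and an estimated correlation did not (0.21), as it did not call the list between the sites at P1 (0.29) or P5 (0.44). Gene by gene, limma called a positive interaction for 19 of its 39 genes and a negative one for 0. Without single arrays, 15 or more were called except for 12 without P1 tail replicate 6, 14, 11 and 11 without P1 back replicates 1, 5 and 6, and 12, 14 and 14 without P5 back replicates 1, 2 and 3, none of them negative. These genes argue against a fixed effect as the whole cause if the P5 samples were separated in the same way, which the paper's text gives only for P1. Unequal epidermal carry-over may contribute. The basal keratin genes Krt5, Krt14 and Krt15 had interactions of 1.21, 1.76 and 1.83, in the direction of the cornified genes, and 33 of 34 keratinocyte genes had a positive interaction. The pattern was singled out by keratinocyte genes, so this shared direction restates it and does not test carry-over. Krt16 moved more, at 4.79, and Krt2 was lower in arrays labelled tail at both ages (-7.57 and -3.96). The hair follicle epithelium list had a median of -0.89, with 0 genes called higher and 3 of 30 lower, and was not called with an estimated correlation (0.5) or with fry (0.2). Krt5 and Krt15 were named after their values were seen. Of the keratinocyte genes, 2 are also in another list. A true difference in the course of maturation between the sites remains open and was not tested.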

How the results depend on the processing

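Without P1 back replicates 1 and 6, without P5 tail replicate 2 and P5 back replicate 3, and with only probe sets of 1 gene symbol were chosen after seeing the data. The adipocyte list kept its direction and its call under all 16 alternatives (median 1.00 to 1.28, adjusted p 1.9e-80 to 0.019), and the limb and appendage list stayed uncalled under all 16 (0.58 to 0.90). The Wnt pathway list stayed uncalled as well (adjusted p 0.30 to 0.90), but its median of -0.03 became 0.00 with each array centred on its median, where 44 genes were above 0 and 43 below. For lists, calls were lost as follows. With an estimated correlation, cartilage had an adjusted p of 0.25 at a median of -0.688, brown fat one of 0.22 at 0.154 and skeletal muscle one of 0.73 at 0.229. Fry gave 0.67 for skeletal muscle at 0.229, and array weights gave it a median of 0.123 (adjusted p = 0.073). Without P1 back replicates 1 and 6 the cartilage median was -0.14 and the skeletal muscle median was 0.736. These arrays were chosen for their high cartilage genes, so the smaller cartilage median does not test that call. Leaving out 1 array gave medians of -1.187 to -0.558 for cartilage and 0.045 to 0.176 for brown fat, both still called by camera, and of 0.018 to 0.491 for skeletal muscle, which was uncalled without P1 tail replicate 4 or P1 back replicate 5. Lists called over all 5 comparisons were 70 with the preset correlation, 4 with an estimated one and 35 with fry, which asks another question.

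The 2-fold count of 729 was 342 with genes in place of probe sets, as fewer features were counted, and stayed within 1.5 times elsewhere, at 701 to 951 with 1 array left out. The counts at an adjusted p moved more. With 1 array left out they lay between 582 and 1297 for the sites at P1, 1120 and 3952 at P5, 469 and 730 for age in back, 667 and 3038 for age in tail, and 296 and 1132 for the interaction. With only the arrays of the 2 groups compared they were 2093, 909, 2496 and 364 for the first 4 comparisons in this order, and with array weights 6038, 1136, 3631 and 682. Without P1 back replicates 1 and 6 they were 168 for the sites at P1, 53 for age in back and 85 for the interaction, where a lone P1 back array is assumed to vary like the other groups. The interaction gave 472 with a trend and robust variances. The methods' unpaired t-test, at an unadjusted p under 0.05 set here, called 7993, 4696, 7366 and 3855 probe sets. After Benjamini-Hochberg adjustment the t-test called 3, 5, 32 and 1. The paper states no such threshold for the arrays. Of its 7993 calls at P1, 1210 are among the 1227 of limma. Apart from the smaller number of arrays or features, the cause of these changes was not tested.

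The replicate numbers are shared by only 2 pairs at each age, and the deviations of same-numbered arrays correlated across probe sets at 0.23 and 0.01 at P1 and at 0.21 and -0.05 at P5, so they were not taken as pairs of mice. With the replicate block as a fixed term the counts were 204 at P1, 1041 at P5 and 91 for the interaction. That term takes the site difference only from these pairs, so the lower counts also reflect the arrays that drop out. The block as a random effect left all counts within 1.5 times.

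Of 7419 alternative values for 757 pairs of a named gene and a comparison, 6697 kept their direction and side of the threshold, 590 lost and 117 gained a call, 15 uncalled values moved, and none reversed with a call. With 1 array left out, 60 of 80 called genes at P1 and 71 of 103 at P5 kept their call each time. So did 39 of 68 for age in back, 54 of 76 for age in tail and 39 of 53 for the interaction. Not run, because levels are not in the table, were the filters on dim probe sets, quantile normalisation again and the choice of the brightest probe set.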

Differences from the paper's values

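The count of probe sets at 2-fold between the P1 sites was 729, beside the paper's 705 entities, which is within 1.5 times of it. Only the count of genes in place of probe sets, at 342, was further away. The paper's filter on the genes with the lowest expression was not applied here.

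The paper gives fat metabolism as more highly represented in back dermis and appendage development in tail dermis. Under the array labels the adipocyte list was higher in arrays labelled tail (median 1.22). The limb and appendage list as a whole did not shift (median -0.04, camera adjusted p = 0.69, beside a median of -0.042 over all genes). Nor did lipid synthesis (-0.01) or extracellular matrix genes (0.02). By a test of over-representation, limb and appendage genes were enriched among genes called lower in arrays labelled tail (adjusted p = 0.0019). They were not enriched among genes called higher (0.35). Extracellular matrix genes were enriched among both (0.01 for higher and 0.039 for lower). The cartilage list was lower in arrays labelled tail by camera (-0.69), a call that was lost with an estimated correlation (adjusted p = 0.25). Without P1 back replicates 1 and 6, an alternative chosen after seeing the values, its median was -0.14. These arrays were chosen for their high cartilage genes, so this smaller median does not test the call. The brown fat and skeletal muscle genes, shown as higher in back in Fig. 2A, had medians of 0.15 and 0.23, higher in arrays labelled tail by camera. With an estimated correlation neither was called (adjusted p = 0.22 and 0.73). Of the muscle genes 1 of 57 passed, 6 of 10 splits of the arrays gave as large a muscle median, and the muscle call was lost without P1 tail replicate 4 (adjusted p = 0.061) or P1 back replicate 5 (0.16). Among Wnt genes of Fig. 2B, the tiles show Dkk1, Dkk4, Dkkl1, Tcf7l1 and Wnt10b as higher in tail, where the values were -0.68, -0.40, -0.96, -0.19 and -0.19 for labelled tail minus labelled back. The tiles show Prdm1, Wnt5a and Wnt5b as higher in back, where the values were 0.67, 0.39 and 0.21. Only Prdm1 among these genes passed the threshold, and it did not with the replicate number as a fixed block (limma adjusted p = 0.26).

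The paper states little differential expression of Wnt pathway genes between the neonatal sites. Of 87 such genes 10 were called by limma, a share of 11.5% against 4.0% of all genes, as in 18 of 33 lists whose share was above that of all genes by Fisher's exact test, while 4 reached 2-fold and the list's median was -0.03.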

Other observations

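The splits of the P1 arrays reported here were set before they were run. For the sites at P1, the 10 splits of 6 arrays are too few for a share under 0.05. The site difference itself also enters the spread of the other splits and can lower their counts by limma. The real split called 1227 probe sets by limma and was the 1 with as many, and the highest other called 0 (2026 at an unadjusted p under 0.05, against 5694). At 2-fold the real split gave 729 probe sets, again the 1 with as many, and the highest other 241. The absolute list medians in the real split and the highest other were 1.221 and 0.526 for adipocyte, 0.688 and 0.562 for cartilage, 0.154 and 0.126 for brown fat and 0.041 and 0.027 for limb and appendage genes, each with 1 split as large. They were 0.029 and 0.042 for Wnt pathway genes, with 3 splits as large, and 0.229 and 0.551 for skeletal muscle genes, with 6.

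The site comparisons at P1 and P5 use different arrays. Of 256 genes called by limma at both ages, 226 had the same direction, 132 higher and 94 lower in arrays labelled tail, where independent lists would share 16.1 and 9.04, and 30 had opposite directions. Across all genes, which are not independent replicates, the site differences at P1 and P5 had a Pearson correlation of 0.202 and a Spearman correlation of 0.158. The comparisons of P5 with P1 in back and in tail also use different arrays. Of 186 genes called in both, 100 rose and 39 fell at both sites, where independent lists would share 13.5 and 7.22, and 47 went opposite ways. The shared spread limits these expected numbers in the same way.

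The paper reports, for P2 and P50 fibroblasts, lower expression of cell cycle and Wnt genes with age. The arrays used here are of dermis, which the paper's text gives for P1 as digested to single cells. From P1 to P5, the median change of 57 cell cycle genes was -0.21 in arrays labelled back (53 of 57 below 0, camera adjusted p = 2.3e-10). It was -0.17 in arrays labelled tail (48 of 57 below 0, camera adjusted p = 1.7e-07). Neither call held with an estimated correlation (adjusted p = 0.21 and 0.34), and limma called none of these genes in back and 3 as lower in tail. The Wnt pathway list was not called in either (median -0.02 and 0.08, adjusted p = 0.64 in each). Dkk1 fell by 2.12 on the log2 scale in arrays labelled back (standard error 0.28, adjusted p = 0.0011 from limma) and by 2.07 in arrays labelled tail (standard error 0.28, adjusted p = 0.0011). Dlk1 changed by -1.74 in arrays labelled tail (adjusted p = 0.0053 from limma) and by -0.93 in arrays labelled back (adjusted p = 0.14), a difference that the interaction term did not call (adjusted p = 0.43). Of 30 hair follicle epithelium genes, limma called 23 higher and 2 lower at P5 in arrays labelled back and 7 higher and 0 lower in arrays labelled tail. The list was not called with an estimated correlation at either site (adjusted p = 0.16 and 0.46). In arrays labelled tail the list's medians at P5 were 0.87, 0.28 and 0.01 in replicates 2, 3 and 4, the called genes numbered 4 without P1 tail replicate 4 and 12 without P5 tail replicate 4, and the median change of 0.50 was 0.30 without P5 tail replicate 2. Other lists moved between these ages as well. Dissociation response genes had a median of -0.95 in arrays labelled back (0 of 39 called higher and 23 lower, fry adjusted p = 0.0058) and 0.10 in arrays labelled tail (1 higher and 2 lower), and keratinocyte genes one of -0.63 (1 of 34 higher and 15 lower) and 0.63 (9 higher and 0 lower). With an estimated correlation neither list was called at either site (adjusted p of 0.16 to 0.99). Changes with age in handling or in cell content were not separated from those of other genes. Krtap19-2 rose by 5.78 and 4.84.

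Of the paper's fibroblast markers, Pdgfra, Lrig1, Dlk1, Dpp4 and Itga8 were not called between the sites at P1 (log2 differences of -0.12, 0.35, -0.26, 0.41 and -0.72) when their probe sets were averaged. Singly, 1 of 4 probe sets of Dpp4 (0.76, limma adjusted p = 0.028) and 1 of 2 of Itga8 (-0.91, limma adjusted p = 0.027) were called. At P5, Lrig1 was higher in arrays labelled tail (1.13, limma adjusted p = 0.00011, with 3 of 3 probe sets higher), with an interaction of 0.77 (limma adjusted p = 0.026). That interaction was not past the threshold without P1 tail replicate 6 (0.082) or P1 back replicate 1 (0.063), 5 (0.074) or 6 (0.064). It was also lost without P5 back replicate 2 (0.076) or 3 (0.072) and with the replicate number as a fixed block (0.12). Dpp4 was higher at P5 as well (0.49, limma adjusted p = 0.022), but not past the threshold without P5 back replicate 1 (0.10), 2 (0.05) or 3 (0.056). Pdgfra, Dlk1 and Itga8 were not called at P5 (-0.09, -1.07 and -0.04). At P1, 2 of 16 papillary genes were higher and 1 lower in arrays labelled tail (median 0.02, camera adjusted p = 0.61). Of 17 reticular and hypodermal genes, 4 were higher and 1 lower at P1 (median -0.11, camera adjusted p = 0.24).

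P5 tail replicate 2 had the largest SD over probe sets of the 12 arrays (0.496, against 0.227 to 0.338 in the other 11) and the lowest array weight (0.185).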
